# Activation of stably silenced genes by recruitment of a synthetic de-methylating module

**DOI:** 10.1038/s41467-022-33181-4

**Published:** 2022-09-23

**Authors:** Wing Fuk Chan, Hannah D. Coughlan, Yunshun Chen, Christine R. Keenan, Gordon K. Smyth, Andrew C. Perkins, Timothy M. Johanson, Rhys S. Allan

**Keywords:** CRISPR-Cas9 genome editing, Synthetic biology

## Abstract

Stably silenced genes that display a high level of CpG dinucleotide methylation are refractory to the current generation of dCas9-based activation systems. To counter this, we create an improved activation system by coupling the catalytic domain of DNA demethylating enzyme TET1 with transcriptional activators (TETact). We show that TETact demethylation-coupled activation is able to induce transcription of suppressed genes, both individually and simultaneously in cells, and has utility across a number of cell types. Furthermore, we show that TETact can effectively reactivate embryonic haemoglobin genes in non-erythroid cells. We anticipate that TETact will expand the existing CRISPR toolbox and be valuable for functional studies, genetic screens and potential therapeutics.

## Abstract (web summary)

Stably silenced genes with methylated CpG at the promoter are refractory to current CRISPR activation systems. Here the authors create a more robust activation system, TETact that recruits DNA-demethylating TET1 with transcriptional activators.

## Introduction

Clustered regularly interspaced short palindromic repeats and the associated Cas9 endonuclease (CRISPR/Cas9) represent a transformative and programmable tool to modify the genome^1^. Through Watson-Crick base pairing, the RNA-guided Cas9 can target the genome ubiquitously, as long as a very short protospacer adjacent motif (PAM) is present. Cas9 was further engineered to remove nucleolytic activity (dCas9) and repurposed as a DNA-binding platform^1–3^. As such, gene transcription can be induced by recruiting transcriptional activators to dCas9 via direct fusion or indirect tethering. While fusion of a single activation domain VP64 causes only modest gene upregulation^4,5^, the second generation CRISPR activators involve recruitment of multiple effectors, of which the dCas9-VPR^6^, SunTag-VP64^7^ and synergistic activation mediator^8^ (SAM) appear to be the most potent systems^4^.

Programmable gene activation has led to a plethora of applications, including dissection of gene function^1,3,9^, genetic screening for important coding or non-coding elements^1,3,9^, programmed cellular differentiation^6^ and curative therapeutics^1,3,9^. Such applications require the robust activation of candidate genes regardless of the repressive elements present at the relevant loci, including DNA methylation^10^. Thus, any system that can expand our ability to remove or circumvent these repressive elements has obvious value.

Here we demonstrate the suboptimal potency of second-generation activators SAM and SunTag-VP64 in activating deeply silenced genes that are DNA methylated. To circumvent it, we devise the TETact system by coupling the DNA demethylating factor TET1 with transcriptional activators. This improved tool activates heavily suppressed genes that are otherwise refractory to the current CRISPR activators. We demonstrate the potency in activating various genes, in different cell types and the ability of multiplexed targeting.

## Results

### Development of a TET1-based system to activate silenced genes

In a previous study, we characterised a long non-coding RNA species *Dreg1* within the enhancer region of *Gata3*^11^. Expression of *Dreg1* is highly correlated with *Gata3* expression being expressed in T-cell subsets, but completely and stably silenced in B cells. To gain insight into *Dreg1* function, we attempted to activate it in a murine B cell line (A20) using second-generation CRISPR activation systems, SAM and SunTag-VP64. Unfortunately, targeting the *Dreg1* transcription start site (TSS) with either SAM or SunTag-VP64 failed to activate transcription (Fig. 1a).

**Fig. 1:**
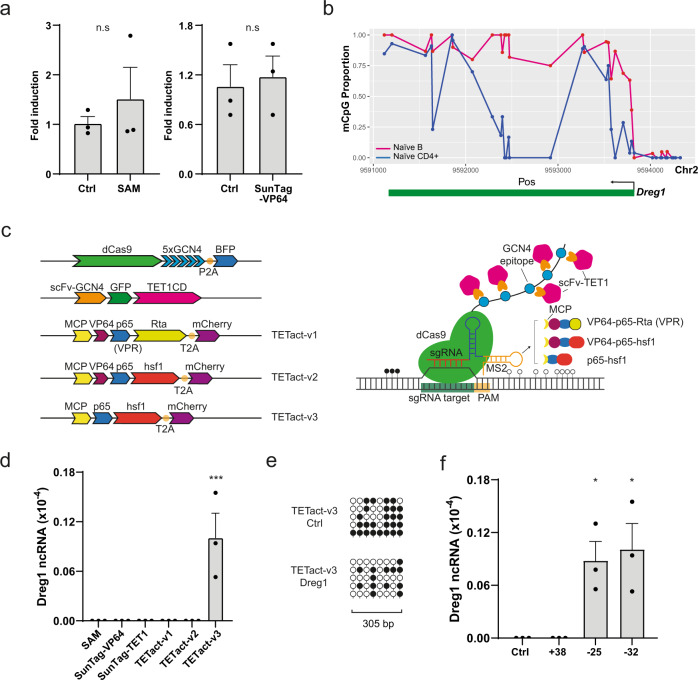
Activation of the T-cell specific lncRNA *Dreg1* in A20 B cells. **a** Fold activation of *Dreg1* in A20 cells transduced with sgRNA targeting *Dreg1* promoter together with SAM or SunTag-VP64 constructs. Fold change is calculated by ΔΔCt method. Data were analysed with unpaired two-sided Student’s *t*-test compared to control **b** DNA methylation (mCpG) profiles of naïve B and CD4 + T cells at the *Dreg1* locus, plotted as population proportion of methylated cytosine in each CpG dinucleotide motif. **c** Schematics of TETact systems and corresponding construct designs—multiple copies of TET1CD are recruited to dCas9 via the GNC4 epitopes, whereas the activator domains (v1—VPR, v2—VP64-p65-hsf1, v3—p65-hsf1) are recruited via two MS2 aptamers. **d** *Dreg1* lncRNA expression in A20 cells transduced with sgRNA targeting *Dreg1* promoter in different activation systems as indicated. *P* = 0.0003 from one-way ANOVA with Dunnett’s *post hoc* test compared to SAM. **e** Bisulphite sequencing of *Dreg1* TSS and promoter for A20-TETact-v3 cells transduced with either control or *Dreg1*-targeting sgRNA. Open lollipops represent non-methylated CpG whereas closed lollipops represent methylated CpG motif. Each row represents an individual clone. **f** Activation of *Dreg1* lncRNA using different sgRNA targeting location. Expression level is relative to β-actin (*Actb*) level as 2^−ΔCt^. From left to right, *P* = 0.0248, 0.0124 from one-way ANOVA with Dunnett’s *post hoc* test compared to control. Data shown are mean ± s.e.m. from three independent transductions. n.s., non-significant, *P < 0.05, ***P < 0.001 Source data are provided as a Source Data file.

Interestingly, activation of other lncRNAs using the second-generation CRISPR activators only leads to very low or modest upregulation^4,8^ and we postulated that DNA methylation may be an impediment to efficient activation of these genes^12^. The DNA methylation pattern of the *Dreg1* locus in T and B cells was determined via publicly available whole genome bisulphite sequencing (WGBS) data^13^. As predicted, regions around the *Dreg1* TSS and gene body are differentially methylated (Fig. 1b) between the two cell types, with most CpG dinucleotides in B cells being heavily methylated.

This prompted us to investigate the possibility of activating a heavily methylated and repressed *Dreg1* by simultaneously recruiting the DNA demethylating enzyme TET1^14^ and transcription activators to the target site. A recent study utilised a direct fusion of the catalytic domain of TET1 (TET1CD) to dCas9 to reactivate synthetically silenced genes^15^. However, due to the large size of TET1CD, direct fusion to dCas9 together with a selection marker is unfavourable in the context of immune cells or for therapeutic application, as it likely exceeds the cargo limit of lentiviral vectors. In addition, previous studies have suggested that more efficient gene activation is achieved with multiple copies of TET1CD^16^. We therefore adopted the previously described SunTag approach for the recruitment of TET1CD^16^, and the RNA aptamer MS2 harboured within the sgRNA for the recruitment of different combinations of transcription activators herein designated as TETact (Fig. 1c, TETact v1-v3). Of the three combinations tested, the fusion of MS2 coat protein with the bipartite activator (p65-hsf1, v3) are most effective in inducing *Dreg1* transcription, from an undetectable level in A20 controls, expression was significantly upregulated to 1/100000 of β-actin level (Fig. 1d). Surprisingly, recruitment of tripartite activators (VP64-p65-hsf1 or VPR) failed to activate the lncRNA, possibly due to steric hindrance imposed by the larger size of these tripartite activators (Fig. 1d). Bisulphite sequencing of the *Dreg1* TSS and promoter region has confirmed the successful DNA demethylation of the region, which is of around 300 bp, in TETact-v3 A20 cells (Fig. 1e).

Next, we tested the effects of module position on activation strength by designing sgRNAs targeting 3 different sites around the TSS (Fig. 1f). As predicted, activation is extremely sensitive to the target site location in relation to the TSS. While sgRNAs located upstream of the TSS robustly induced *Dreg1* expression, activation did not occur when the sgRNA target site was towards downstream of the TSS (Fig. 1f). Given that the TSS of many lncRNAs and enhancer RNAs are poorly annotated, these experiments suggest caution, as mistargeting by only 10 s of base pairs can cause failure of activation.

### Rapid, stable and specific gene activation by TETact

To further characterise TETact, we next performed a detailed assessment of the efficiency and kinetics of activation of CD4, a surface protein that defines a subset of T cells. Again utilising WGBS data^13^, a differential DNA methylation pattern was observed at the *Cd4* promoter between B and T cells (Supplementary Fig. 1), with the highly methylated DNA in B cells consistent with the lack of transcription of *Cd4* in this cell-type. We designed sgRNAs targeting the *Cd4* promoter in A20 cells using different CRISPR activation systems and monitored expression by flow cytometry for up to 14 days (Fig. 2a). As predicted, second-generation activators failed to drive a high level of CD4 expression (Fig. 2b, c and Supplementary Fig. 2). As such, the SAM population showed modest levels of detectable surface CD4 expression on day 4 (MFI ~ 500), which was significantly higher than the control population expressing non-targeting sgRNA (*P* < 0.01 vs control, *t*-test). Similarly, SunTag-VP64 cells showed minimal detectable surface CD4. In stark contrast, ~80% of the cells containing TETact with the bipartite activator (v3) exhibited surface CD4 (MFI ~ 20,000) from day 4 (*P* < 0.001 vs control, *t*-test)(Fig. 2a–c). In this population significant activation was seen as early as day 2 post-sgRNA transduction, with 50% of cells exhibiting detectable surface CD4 (*P* < 0.01 vs control, *t*-test). Bisulphite sequencing of the *Cd4* promoter in the A20-TETact-v3 cells confirmed the demethylation of the region several hundred base pairs in length (Supplementary Fig. 4a). On the other hand, when tripartite activators (TETact v1 & v2) were recruited, activation was less effective, with these cells showing a lower percentage of CD4 + cells (Fig. 2b) with a lower expression level (Fig. 2c and Supplementary Fig. 3). Of note, by recruiting TET1CD alone (SunTag-TET1), CD4 expression became detectable on d7 to d14 (*P* < 0.001, *t*-test), suggesting DNA methylation indeed plays a role in suppressing CD4 in B cells (Fig. 2b, c and Supplementary Fig. 3).

**Fig. 2:**
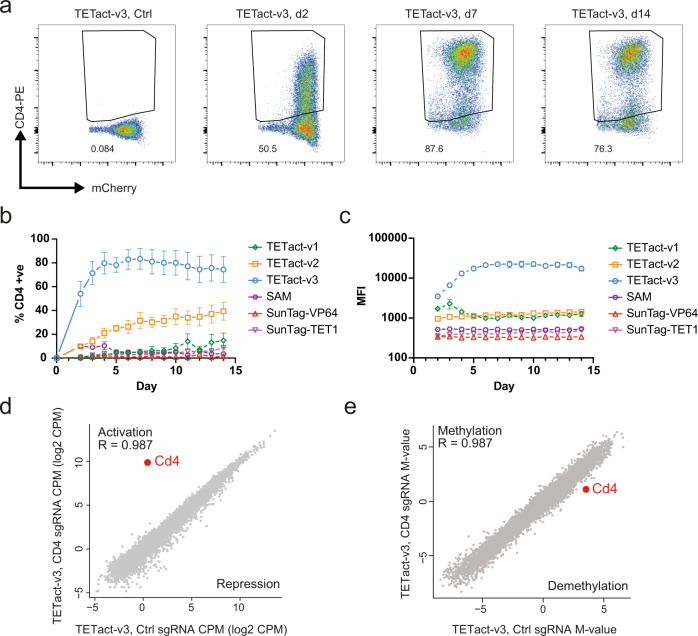
TETact is a potent activator of stably silenced genes. **a** Representative flow cytometry plots showing CD4 surface expression in A20-TETact-v3 cells transduced with *Cd4* promoter-targeting sgRNA on the indicated day post-sgRNA-transduction. Positive gates for each time point were set against the negative population of cells transduced with control sgRNA on the same day. **b** Percentage of population with surface CD4 expression over a 14-day time course for A20 cells with various activators as indicated. Data shown are mean ± s.e.m. from three independent experiments. **c** Median fluorescence intensity (MFI) of CD4-PE of the CD4 + population over a 14-day time course. Data shown are mean ± s.e.m. from three independent experiments. **d** Gene expression (log_2_CPM) or **e** DNA methylation level (*M*-value) of promoter in cells with *Cd4* promoter-targeting sgRNA versus gene expression in cells transduced with non-targeting control sgRNA. Transduced cells were assayed on day 7 post-sgRNA-transduction. R denotes the Pearson’s correlation co-efficient which was calculated for log-transformed values on all genes/promoters that survived filtering except *Cd4*. The average of two biological replicates within a group is shown. Source data are provided as a Source Data file.

To evaluate the specificity of our TETact system, we conducted RNA-seq on A20 cells containing the TETact-v3 system targeting the *Cd4* promoter, along with non-targeting control TETact-v3 cells as well as wildtype A20 (Fig. 2d and Supplementary Fig. 4b). 

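A20 is a mouse B cell lymphoma line, and in the TETact-v3 cells the TET1 catalytic domain is recruited to dCas9 through SunTag epitopes while the p65-hsf1 activator is recruited through MS2 aptamers in the sgRNA. RNA-seq covered 3 groups with 2 replicates each, which were wild-type A20 cells, TETact-v3 cells with a non-targeting control sgRNA and TETact-v3 cells with an sgRNA against the Cd4 promoter. The transduced cells were collected on day 7 after sgRNA transduction. Libraries were sequenced as paired-end reads of 66 bp, and the authors aligned them to mm10 with Rsubread and counted them per Entrez gene with featureCounts. The deposited values are these raw counts, without normalization or gene filtering, for 27179 gene identifiers. The wild-type libraries held 49778949 and 23194920 counts, the Cd4 sgRNA libraries 35316997 and 48466039, and the control sgRNA libraries 121623410 and 92285875. The control sgRNA group was thus the most deeply sequenced, and a count of 3, taken here as the detection floor, corresponded to between 0.0270 and 0.140 CPM, the counts scaled to a common library size, in the 6 libraries. In each group the replicates' counts per gene differed by more than counting noise, with a chi-square per degree of freedom of at least 6.89, so they were kept as separate libraries. This value grows with depth and does not compare the groups. From the counts, genes were filtered and scaled by the TMM method with the paper's settings and tested with edgeR's quasi-likelihood test in one fit of all 6 libraries, with Benjamini-Hochberg adjustment. The paper itself used voomLmFit of limma. Because the fit shares one estimate of spread per gene among the groups, and because 2 libraries against 2 cannot give an exact permutation p below 0.333, the calls rest on the model.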

Non-transduced A20 showed a similar gene expression profile with the control TETact-v3 cells (Supplementary Fig. 4b, Supplementary Data 1), with differentially expressed genes likely due to lentiviral transformation. 

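Between control sgRNA TETact-v3 cells and wild-type A20, Pearson's R of the group-average log2 CPM was 0.9598 across 12422 genes without Cd4, and single libraries of the 2 groups gave values from 0.949 to 0.9602. Among the 12423 genes tested, 1808 were higher and 1677 lower in control sgRNA cells at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The number of calls moved most in a fit of these 2 groups alone, which called 835 genes higher and 733 lower. The 5 higher genes with the smallest p-values were Nfkbiz, Gsta4, Igf2bp3, Wnt10b and Gpat2, and the 5 lower ones were Ctse, Rag1, Neurl3, Atf5 and Gpr165. Nfkbiz, on chromosome 16 of GRCm38 (mm10) from 55811375 to 55838954, rose from 2.15 ± 0.0025 CPM (SD, n = 2) in wild type to 207.3 ± 18.0 CPM (SD, n = 2) in control sgRNA cells. Its log2 fold change was 6.59 (standard error 0.13, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test). Gpat2, on chromosome 2 from 127425154 to 127436093, had a log2 fold change of 6.49 (standard error 0.20, adjusted p = 0.00010 from edgeR's test). Wnt10b was counted 4 times and 1 time in the wild-type libraries, so that its log2 fold change of 6.92 rests on counts near the floor. The span of Igf2bp3 overlaps that of Malsu1 and the span of Atf5 overlaps those of Il4i1b and Nup62 in the RefSeq annotation, and the strand setting of the counting is not stated, so these counts can include reads of the neighbouring gene. Among the lower genes, Rag1, on chromosome 2 from 101638252 to 101649532, fell by 6.24 on the log2 scale (standard error 0.22, adjusted p = 0.00012 from edgeR's test), from 9.97 ± 0.36 CPM (SD, n = 2) to 0.131 ± 0.0071 CPM (SD, n = 2). Cd4 itself differed by 0.73 on the log2 scale between control sgRNA and wild-type cells (standard error 0.23, adjusted p = 0.063 from edgeR's test). This call depended on the processing, since the adjusted p was under 0.05 in 3 of 14 alternatives, namely DESeq2, the legacy quasi-likelihood method of edgeR and no annotation filter, and ranged from 0.018 with DESeq2 to 0.22 with edgeR after thinning the control sgRNA counts.

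**Figure D1:**
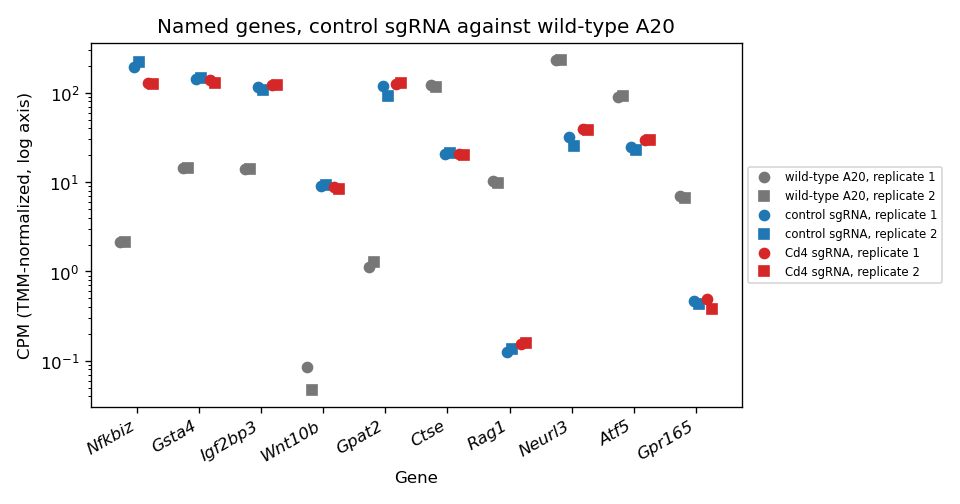
TMM-normalized CPM on a log axis for the 10 named genes, with one point per library and 2 replicates per group. For each gene the control sgRNA and Cd4 sgRNA libraries lie on the same side of both wild-type libraries, as for Nfkbiz at 2.15 CPM in wild type and 207.3 CPM in control sgRNA cells on average.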

Importantly, comparison of TETact-v3 cells targeting *Cd4* promoter with cells expressing non-targeting sgRNA revealed *Cd4* as the sole significantly upregulated gene (Fig. 2d, adjusted *p*-value = 1.96 × 10^−5^). 

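Cd4 (Entrez gene 12504) lies on chromosome 6 of GRCm38 (mm10) from 124864693 to 124888247. It was counted 37 and 17 times in the wild-type libraries, 127 and 124 times in the control sgRNA libraries, and 30959 and 40422 times in the Cd4 sgRNA libraries. This corresponds to 0.795 ± 0.0016 CPM (SD, n = 2) in wild type, 1.34 ± 0.28 CPM (SD, n = 2) with control sgRNA and 929.0 ± 22.4 CPM (SD, n = 2) with Cd4 sgRNA. The log2 fold change of Cd4 sgRNA against control sgRNA cells was 9.46 (standard error 0.17, adjusted p = 1.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 14 alternatives the adjusted p was at most 8.5e-04, in a fit of these 2 groups alone with edgeR. Leaving out one replicate at a time gave log2 fold changes from 9.25 to 9.66. In edgeR's test, 2 other genes were also higher at an adjusted p-value under 0.05. Vcam1 had a log2 fold change of 2.25 (standard error 0.21, adjusted p = 0.020 from edgeR's test) and Shank1 one of 2.84 (standard error 0.27, adjusted p = 0.040 from edgeR's test). With voomLmFit of limma, the test used in the paper, Vcam1 and Shank1 both had an adjusted p of 0.068 and Cd4 was the 1 gene called higher. Over the alternatives their adjusted p ranged from 1.3e-09 and 4.9e-09 with DESeq2 to 0.32 for both in edgeR's fit of the 2 groups alone. Shank1 shares its span with 1700008O03Rik in the annotation. There were 6 genes that were lower in Cd4 sgRNA cells, among them Slc2a1, Slc16a3, Mboat2, Stc1 and Zfp395, and voomLmFit also called 6 genes lower. Slc2a1, which encodes a glucose transporter, was at 109.3 ± 2.4 CPM (SD, n = 2) with Cd4 sgRNA and 284.4 ± 12.3 CPM (SD, n = 2) with control sgRNA, a log2 fold change of -1.38 (standard error 0.086, adjusted p = 0.010 from edgeR's test). In wild-type cells it was at 121.5 ± 4.7 CPM (SD, n = 2), so that the control sgRNA libraries stood apart from both other groups. Mboat2 had the largest change of the 6 genes, with a log2 fold change of -4.36 (standard error 0.31, adjusted p = 0.014 from edgeR's test), at 5 and 6 counts in the Cd4 sgRNA libraries. In the fit of these 2 groups alone, 0 genes were lower at an adjusted p-value under 0.05, while 1922 of 12493 genes had an unadjusted p-value under 0.05.

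**Figure D2:**
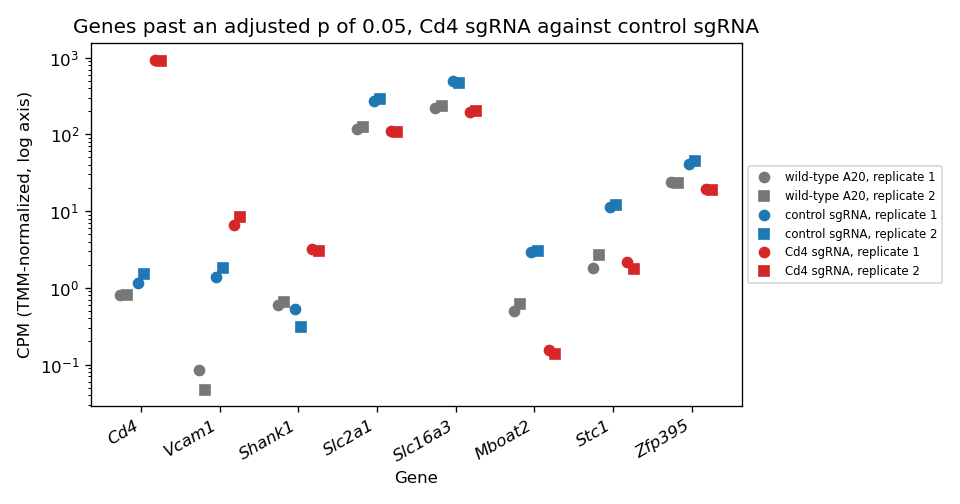
TMM-normalized CPM on a log axis for 8 of the 9 genes past an adjusted p of 0.05 between Cd4 sgRNA and control sgRNA cells, with one point per library and 2 replicates per group. Cd4 reaches 929.0 CPM on average in Cd4 sgRNA cells, and for the 5 lower genes shown the control sgRNA libraries lie above the wild-type libraries.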

Expression of the other genes in *Cd4*-targeting sample correlates strongly with the control sample (*R* ~ 0.98).

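Between Cd4 sgRNA and control sgRNA cells, R of the group-average log2 CPM was 0.986 without Cd4, and single libraries of the 2 groups gave values from 0.972 to 0.991. The replicates of one group gave an R of 0.994 in wild type, 0.995 with Cd4 sgRNA and 0.986 with control sgRNA. An average of 2 libraries carries less noise than a single library, so only the values of single libraries can be set beside those of the replicates. R is taken across genes, which are not independent replicates, and therefore carries no p-value. Leaving out one replicate at a time moved it most, between 0.975 without control sgRNA replicate 1 and 0.993 without control sgRNA replicate 2. The median absolute difference per gene in log2(CPM + 0.25) was 0.145 and 0.161 between the Cd4 sgRNA libraries and control sgRNA replicate 1, and 0.328 and 0.347 between them and control sgRNA replicate 2. It was 0.258 between the control sgRNA replicates, 0.0834 between the Cd4 sgRNA replicates and 0.0808 between the wild-type replicates.

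**Figure D3:**
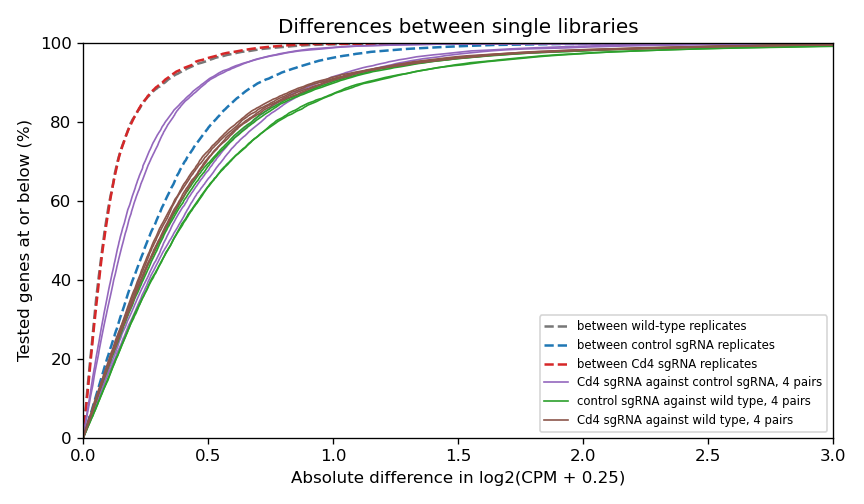
Cumulative share of the 12423 tested genes, in percent, by absolute difference in log2(CPM + 0.25), with dashed lines for the difference between the replicates of one group and solid lines for the 4 pairs of single libraries from each 2 groups. Of the pairs of Cd4 sgRNA and control sgRNA libraries, the 2 with control sgRNA replicate 1 have medians of 0.145 and 0.161, below the 0.258 between the control sgRNA replicates, and the 2 with control sgRNA replicate 2 have medians of 0.328 and 0.347, above it.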

A previous study has reported that Cas9-TET can lead to off-target DNA demethylation^17^. To examine whether this is also the case for our TETact-v3 system we performed WGBS on non-transduced A20, TETact-v3 control and *Cd4*-targeted TETact-v3 cells. Genome-wide analysis of this high-coverage data (~10x) did not reveal any statistically significant differentially methylated regions (DMRs) between any of the samples suggesting that TETact-v3 does not lead to substantial off-target DNA demethylation at a genome-wide scale. Although the genome-wide approach did not reveal any statistically significant DMRs, an examination specifically focussed on promoter regions (2 kb ± of TSS), revealed changes between the non-transduced A20 cell line and the control TETact lines but no effect on the *Cd4* promoter (Supplementary Fig. 4c and Supplementary Data 2). Importantly, examining the DMRs between the TETact-v3 control and *Cd4*-targeted TETact-v3 revealed a single DMR in the *Cd4* promoter (Fig. 2e and Supplementary Data 2) which correlates with the gene activation observed by RNA-seq (Fig. 2d). Together these experiments reveal that TETact-v3 (henceforth called TETact) system is able to specifically activate silenced genes.

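Genes near the targeted promoter and genes named in the study were compared between Cd4 sgRNA and control sgRNA cells in the RNA-seq counts. Within 500 kb of Cd4 the annotation holds 53 other genes, of which 38 were tested. Of these, 0 passed an adjusted p-value of 0.05 over all genes tested, and 8 passed it adjusted over the list alone in edgeR's quasi-likelihood test. An unadjusted p-value under 0.05 was reached by 14 of the 38 genes, or 36.8%, against 25.0% of all genes tested. They went both ways, with 20 genes higher and 18 lower. The smallest p-value was that of Tapbpl, with a log2 fold change of 0.73 (standard error 0.12, adjusted p = 0.10 over all genes tested in edgeR's test), and its span overlaps E130112N10Rik. With DESeq2, the 1 of 14 alternatives that called it, its adjusted p was 1.7e-04, and the largest was 0.32 in edgeR's fit of these 2 groups alone. Eno2 followed Clstn3 with a log2 fold change of -2.74 (standard error 0.57, adjusted p = 0.12 in edgeR's test), where the control sgRNA libraries averaged 61.6 ± 48.4 CPM (SD, n = 2), and the log2 fold change was -1.57 without control sgRNA replicate 2. Eno2 was called with DESeq2 alone of the 14 alternatives, at an adjusted p of 0.0028, and its largest adjusted p was 0.32 in edgeR's fit of the 2 groups alone. Gpr162, the tested gene nearest to Cd4 at a distance of 0.498 kb and chosen after its values were seen, had a log2 fold change of 0.83 (standard error 0.54, adjusted p = 0.34 in edgeR's test). Of the other genes that the study names, Cd3d, Cd3e, Cd3g, Cd8a, Cd8b1, Gata3, Hba-x and Hbb-y had at most 4 counts in any library and were too low to test. From the RNA-seq together with its methylation data, the paper concludes that TETact-v3 activates silenced genes specifically.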

### Demethylation activity is required for TETact-driven gene activation

Combining TET1CD with activators revealed an improved activation of genes with methylated CpG (Figs. 1d and 2), and TETact was shown to demethylate the targeted promoter (Figs. 1e and 2e Supplementary Fig. 4a), however, it still remains uncertain whether the catalytic activity of TET1CD is required to activate gene expression. To address this, we engineered a catalytically dead version of TET1CD into the existing system (DEADTETact). In stark contrast to TETact, DEADTETact resulted in only 6.8% of A20 cells upregulating CD4 (Supplementary Fig. 5a). This strongly suggests that gene activation is dependent on the DNA demethylating activity of TET1CD.

### TETact is effective at activating genes in multiple cell lines

To further validate the TETact system, we attempted to activate CD4 in additional cell lines – 3T3 fibroblasts, MPC11 myeloma and J558L plasmacytoma. Publicly available 3T3 WGBS data^17^ revealed that the *Cd4* promoter is heavily methylated in 3T3 (Supplementary Fig. 6a). Unsurprisingly, SAM failed to activate CD4 in this heavily methylated context (Supplementary Fig. 5b); however, TETact was able to robustly activate CD4 in 3T3 (Supplementary Fig. 5c). Similarly, TETact, but not SAM, successfully activated CD4 in MPC11 and J558L cells (Supplementary Fig. 5d–g). Next, we sought to validate the ability of TETact to activate other genes in the A20 cell line. The T-cell specific receptor genes *Cd3d*, *Cd3e*, *Cd3g* and *Cd8b* are all heavily methylated in B cells, as revealed by the WGBS data (Supplementary Fig. 6b–e). Individually targeting these promoters with TETact in A20 cells significantly activated a higher level of transcription than SAM for all corresponding genes (Fig. 3a, all *P* < 0.05 vs SAM). The activation was accompanied by robust CpG demethylation of several hundred bp at the promoter (Fig. 3b). We also explored a potential application of TETact, in which we attempted to activate embryonic globin genes in ‘adult’ cells, a major aim of gene therapy to treat hemoglobinopathies^18–20^. Adult haemoglobin is composed of α and β chains and mutations in these genes can lead to various blood disorders, for instance, α- and β- thalassaemia as well as sickle cell anaemia^21^. In contrast, during embryonic development haemoglobin is instead composed of other globin chains and reactivation of these represents a promising therapeutic cure for such disorders^18–20^. WGBS data^13^ showed highly methylated DNA across both loci in both B and T cells (Supplementary Fig. 6f, g). We therefore designed sgRNAs to target the murine embryonic α-like ζ-globin (*Hba-x*) and β-like ε_y_-globin (*Hbb-y*) in the A20 cell line. qRT-PCR analysis revealed that TETact outperformed the other systems in upregulating *Hba-x* and *Hbb-y* (Supplementary Fig. 7a, b). The activation is also associated with DNA demethylation at the *Hba-x* and *Hbb-y* promoters (Supplementary Fig. 7c, d). In contrast to the A20 cell line, the *Hba-x* and *Hbb-y* promoters have low levels of CpG methylation in 3T3 cells (Supplementary Fig. 6h, i). This is reflected in both SAM and TETact are both capable of activating gene transcription in this cell line. (Supplementary Fig. 7e, f).

**Fig. 3:**
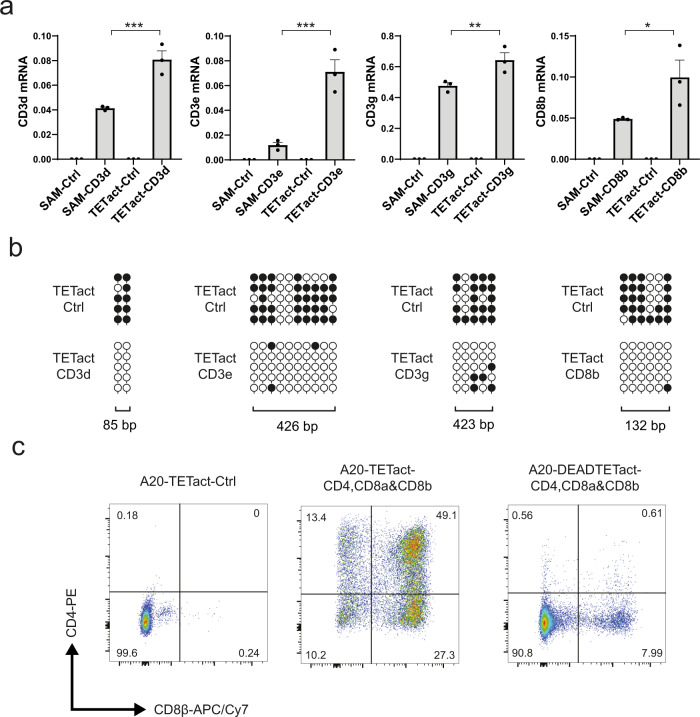
TETact activation of other genes in A20. **a** Expression of *Cd3d*, *Cd3e*, *Cd3g* and *Cd8b* in A20 SAM or TETact cells transduced with the promoter-targeting sgRNA. Expression level is relative to *Actb* as 2^−ΔCt^. *P* = 0.0002 (*Cd3d*), 0.0002 (*Cd3e*), 0.0091 (*Cd3g*), 0.0391 (*Cd8b*) from one-way ANOVA with Tukey’s *post hoc* test. Data are shown as mean ± s.e.m. from three independent transductions. *P < 0.05, **P < 0.01, ***P < 0.001. **b** Bisulphite sequencing of *Cd3d, Cd3e, Cd3g* and *Cd8b* promoters for A20-TETact cells transduced with either control or the corresponding sgRNAs. Open lollipops indicate non-methylated CpG dinucleotides whereas closed lollipops represent methylated CpG motifs. Each row represents an individual clone. Five clones were analysed in each group. **c** Representative flow cytometry plots showing CD4 and CD8β (proxy for CD8αβ co-expression) surface expression in A20-TETact and DEADTETact cells transduced with vector co-expressing *Cd4*-, *Cd8a*- and *Cd8b*-targeting sgRNAs. Cells were assayed on day 7 post-sgRNA-transduction. Gates were drawn based on the negative population of cells transduced with control sgRNA in the same experiment. Source data are provided as a Source Data file.

### Simultaneous gene activation by TETact

We next tested the ability of the TETact system to simultaneously activate multiple genes in a single cell. Since qRT-PCR is incapable of conveying definitive information at a single cell level, we hence sought to activate multiple surface receptors in A20 cells and assessed the co-expression by flow cytometry. Efficient surface expression of CD8β has long been shown to require co-expression of CD8α chain^22–24^, whereas CD8α does not and can exist as CD8αα homodimers on the cell surface^25,26^. In agreement with this, TETact was able to mediate pronounced surface expression of CD8α (Supplementary Fig. 8a middle panel), while targeting *Cd8b* did not result in detectable surface CD8β (Supplementary Fig. 8a right panel), although a robust activation of *Cd8b* was observed at the transcriptional level (Fig. 3a). With this in mind, a lentiviral vector co-expressing both *Cd8a*- and *Cd8b*-promoter targeting sgRNAs was designed and subsequent transduction led to robust expression of CD8α and CD8β (Supplementary Fig. 8b). The existence of a small percentage of CD8α + CD8β- and negligible CD8α-CD8β + cells neatly aligns with the aforementioned dependence of CD8α for efficient CD8β surface expression. Additionally, a marked reduction of CD8α + CD8β + cells was observed in DEADTETact cells, with only 10% of cells expressing both CD8α and CD8β, compared to 92% seen in TETact (Supplementary Fig. 8b). We next attempted to activate CD4, CD8α and CD8β in TETact-expressing A20 cells. Using CD8β as a proxy for CD8α-CD8β co-expression, the activation revealed a 49% of CD4 + CD8β + cells, suggesting a highly efficient co-expression of both CD4, CD8α and CD8β at the surface (Fig. 3c). In contrast, few CD4 + CD8β + cells were observed in DEADTETact cells (Fig. 3c).

## Discussion

The existing second generation CRISPR activators induce transcription through recruitment of various chromatin modifying proteins and transcription factors which alter the local epigenetic landscape such as histone modifications and nucleosome spacing^6,8^. However, we found that these systems were inefficient at activating genes that contained high levels of methylated CpG dinucleotides. Here we demonstrated that simultaneous recruitment of DNA demethylating enzymes and activation domains can lead to a more robust transcriptional activation of stably silenced genes. A co-recruitment system has been described in which the TET1CD and activators competitively bind to the same SunTag GCN4 epitope^27^. We believe that separate tethering of co-factors through different scaffolding partners in a non-competitive manner can maximise both activities. Coincidentally, a similar non-competitive system CRISPRon was developed during the preparation of this manuscript, with direct fusion of a single TET1CD to dCas9 and recruitment of VPR through an RNA scaffold^15^. Whilst this system was able to reverse the repressive state rendered by CRISPR-mediated stable silencing, it is yet to be demonstrated to be able to activate stably and naturally silenced genes. We suspect that the multiple copies of TET1CD recruited by the SunTag epitope in our TETact system are required for robust and efficient gene activation in these settings. The utilisation of SunTag also enables gene delivery via lentivirus, which would be more favourable in certain biological contexts.

Importantly, the activation of stably silenced genes has many important applications from studies of fundamental biology through to gene-editing therapeutics and cellular reprogramming. The robust gene activation and the capability of multiplexing from the TETact system presented here will facilitate these applications.

## Methods

### Cell culture

The A20 cell-line (ATCC, #TIB-208) was cultured in RPMI 1640 with 2 mM GlutaMAX (Invitrogen, #35050061), 50 μM β-mercaptoethanol (Sigma, #M3148) and 10% heat-inactivated foetal calf serum (FCS, Bovogen, #SFBS-AU). MPC11 (ATCC, #CCL-167) and J558L (ECACC, #88032902) cells were cultured in RPMI 1640 with 2 mM GlutaMAX, 50 μM β-mercaptoethanol, 1X Non-essential amino acids (Invitrogen, #11140050) and 10% heat-inactivated FCS. HEK 293 T (ATCC, #CRL-3216) and NIH/3T3 cells (ATCC, #CRL-1658) were cultured in DMEM with 2 mM GlutaMAX and 10% heat-inactivated FCS without antibiotics.

### Plasmid design and construction

The lentiviral vector dCas9-5xGCN4-P2A-BFP was constructed by amplifying the GCN4 array from pCAG-dCas9-5xPlat2AfID (Addgene #82560) with primers bearing the BamHI and NotI sites at the 5' and 3' end respectively, and cloning into the corresponding site in pHRdSV40-dCas9-10xGCN4-P2A-BFP (Addgene #60903). Plasmid scFv-GCN4-sfGFP-TET1CD was constructed by cloning sfGFP-TET1CD fragments from pCAG-scFvGCN4sfGFPTET1CD (Addgene #82561) with BamHI and NotI cuts to the corresponding sites in pHRdSV40-scFv-GCN4-sfGFP-VP64-GB1-NLS (#60904). MCP-p65-hsf1-T2A-mCherry was constructed from Addgene plasmid MS2-P65-HSF1_GFP (#61423) by replacing GFP with an mCherry gene. Vector gRNA-MS2x2-TagRFP657 was constructed from pLH-sgRNA1-2XMS2 (Addgene #75389) by removing the ccdB and replacing with a shorter BbsI cloning cassette, made from annealing complementary oligos, to the BbsI site in the plasmid, an XbaI site was then added upstream to the EcoRI site via PCR, hygromycin resistance gene was further replaced with a TagRFP657 gene obtained from pMSCVpuro-TagRFP657 (Addgene #96939). Based on MCP-p65-hsf1-T2A-mCherry, plasmids MCP-VP64-p65-hsf1-T2A-mCherry and MCP-VPR-T2A-mCherry were constructed via In-Fusion Cloning (Clontech, #638947) with VP64 or VPR obtained from the Addgene plasmid #84244.

The plasmid containing the catalytically dead TET1CD, scFv-GCN4-sfGFP-deadTET1CD, was constructed by using mutagenic primers creating H1672Y and D1674A of TET1 and then assembling into the vector backbone at BamHI and NotI sites via NEBuilder HiFi DNA assembly (NEB, #E5520S).

The related TETact (v3) plasmids have been deposited onto Addgene database (#184438–#184442).

For SAM activation, vector dCas9-VP64-mCherry was modified from Addgene plasmid dCas9-VP64-GFP (#61422) by exploiting NheI and EcoRI sites to replace the GFP with an mCherry gene. MCP-p65-hsf1-BFP was modified from Addgene plasmid MS2-P65-HSF1_GFP (#61423) by replacing the GFP with a TagBFP gene. SunTag-VP64 plasmids are the Addgene plasmids #60903 and #60904 described above. Primers are listed in Supplementary Table 1.

Target sites for dCas9 were designed through the IDT online design tool (https://www.idtdna.com/SciTools). For cloning target sequence into the corresponding guide RNA vector, protospacer sequence of 20 bp (Supplementary Table 2) was ordered as a pair of complementary oligos with 4 additional nucleotides ACCG- and AAAC- at the 5' end of the sense and antisense oligonucleotides, respectively. Complementary oligos were annealed by heating at 95 °C for 5 min and subsequent cooling to 22 °C at a rate of −0.1 °C/s. The annealed oligos were then ligated to the BbsI cut site of the vector.

For cloning multiplex sgRNA plasmids, a vector with the first desired sgRNA was digested with XbaI and EcoRI, whereas the entire U6-sgRNA-MS2 cassette for the second and/or third desired sgRNA was amplified by PCR, with the amplicon ends being able to get digested by BbsI to liberate compatible 4-bp overhangs to the adjacent fragments. Ligation was performed by incubating the DNA fragments in the presence of BbsI-HF (NEB, #R3539S) and T4 DNA ligase (NEB, #M0202S) with 60 alternating cycles between 37 °C for 5 min and 16 °C for 5 min.

### Lentivirus production and transduction

One day prior to transfection, HEK293T cells were seeded at a density of 1.2 × 10^6^ cells/well in a 6-well plate in 2 ml Opti-MEM (Invitrogen, #31985062) containing 2 mM GlutaMAX, 1 mM Sodium Pyruvate (Invitrogen, #11360070) and 5% FCS. Transfection of HEK293T was performed using Lipofectamine 3000 (Invitrogen, #L3000008) as per the manufacturers’ instructions. Cells were co-transfected with packaging plasmids (pCMV-VSV-g and psPAX2) at 0.17 pmol each and around 0.23 pmol transfer construct to make up a final mass of 3.3 µg. Virus was harvested 24- and 52-h post-transfection. Transduction was performed in a 12-well plate, with 500,000 cells resuspended in 1 ml viral supernatant supplemented with 8 µg/ml polybrene (Millipore, #TR-1003-G). Cells were spun at 2500 rpm at 32 °C for 90 min. Stable transfectants were enriched by FACS and assayed at the indicated time point, or subjected to further transduction if required.

### Flow cytometry and fluorescence-activated cell sorting (FACS)

For surface marker studies (CD4, CD8α and/or CD8β), cells were assayed at the indicated time point post gRNA transduction. Cells were stained with either CD4-PE (clone GK1.5, in-house, 1:800) or CD8a-PE (clone 53-6.7, BioLegend, #100707, 1:800) or CD8b-APC/Cy7 (clone YTS156.7.7, BioLegend, #126619, 1:600) and analysed with BD FACSymphony A3 or BD LSRFortessa and subsequently using FlowJo 10.4.1. For *Dreg1*, *Cd3e*, *Cd3d*, *Cd3g*, *Cd8b*, *Hba-x* and *Hbb-y* studies, cells were sorted on BD FACSAria Fusion or FACSAria III 7 days post gRNA transduction. SAM cells were sorted as mCherry+ BFP + TagRFP657+ population. SunTag-VP64 or SunTag-TET1 cells were sorted as BFP + GFP + TagRFP657 + population. TETact v1-v3 cells were sorted as BFP + GFP + mCherry + TagRFP657 + population. Gating strategies are shown in Supplementary Fig. 9.

### Bisulphite sequencing

Genomic DNA was extracted from around 700,000 cells using DNeasy Blood & Tissue kit (Qiagen, #69506). 200–600 ng of gDNA was then subjected to bisulphite conversion and subsequent clean-up using EpiMark Bisulfite Conversion Kit (NEB, #E3318S) as per manufacturers’ instruction. Bisulphite PCR primers for target promoters were designed via Bisulfite Primer Seeker (Zymo, https://www.zymoresearch.com/pages/bisulfite-primer-seeker) and sequences are listed in Supplementary Table 3. Bisulphite PCR was performed using Phusion U Hot Start DNA polymerase (Thermo Fisher, # F555S) or Platinum II Hot Start Taq (Thermo Fisher, #14966001) with resultant amplicon gel purified and cloned into pJET1.2 blunt vector (Thermo Fisher) of the CloneJET PCR cloning kit (Thermo Fisher, # K1231). Five to Ten clones from each group were analysed via Sanger sequencing and subsequently using SnapGene 5.1.0.

### Quantitative reverse transcription PCR (RT-qPCR)

RNA was extracted using NucleoSpin RNA Plus (Macherey-Nagel, #740984) with gDNA removal. One step RT-qPCR was performed in either Bio-Rad CFX384 or QuantStudio 6 Flex using 20 ng RNA with iTaq Universal probe supermix (Bio-Rad, #172-5141) for *Dreg1*, or iTaq Universal Sybr Green supermix (Bio-Rad, #172-5150) for *Cd3e*, *Cd3d*, *Cd3g*, *Cd8b*, *Hba-x* and *Hbb-y*, with β-actin as the endogenous reference. Gene expression was normalised to the endogenous control as ΔCT and relative expression evaluated as 2^−ΔCT^. Primers and probes are listed in Supplementary Table 4.

### RNA-seq

RNA was extracted with NucleoSpin RNA Plus (Macherey-Nagel, #740984) with gDNA removal. Library preparation was performed according to the Illumina TruSeq RNA (100 ng plus, #RS-122-2001) v1.0 protocol. Libraries were sequenced on a NextSeq2000 as 66 bp paired-end reads.

### RNA-seq data analysis

RNA sequencing reads were aligned to the mm10 genome using Rsubread v2.8.1 align^28^ and using Rsubread’s inbuilt mm10 RefSeq gene annotation. Read counts were obtained for Entrez Gene IDs using featureCounts and Rsubread’s inbuild annotation. Gene annotation was downloaded from ftp://ftp.ncbi.nlm.nih.gov/gene/DATA/GENE_INFO (July 2021).

Differential expression analyses were undertaken using the edgeR v3.36.0^29^ and limma v3.50.0^30^ software packages. Genes without symbols or with duplicated symbols were removed. Unexpressed genes were filtered using edgeR’s filterByExpr function with default arguments. Mitochondrial genes, ribosomal RNA genes and genes of type “other” were also filtered. 

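Of the 27179 gene identifiers in the count files, 25275 were matched to symbols in the RefSeq annotation of GRCm38.p6 and 5 more through Supplementary Data 1, while 1899 had no symbol. Removing genes without a symbol, with a duplicated symbol, on the mitochondrial genome, of ribosomal RNA or of type "other" left 25232 genes. The removed identifiers held 5.00% and 5.71% of the counts in the wild-type libraries, 8.09% and 9.39% in the Cd4 sgRNA libraries, and 8.81% and 13.9% in the control sgRNA libraries. After filterByExpr with default settings, 12423 genes remained for testing. The paper's own table was taken to cover 12485 genes, of which 1016 rows were read here. This total was inferred from the paper's adjusted p of Cd4, and the row count given with the rows read differs slightly from it.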

Library sizes were normalized by edgeR’s TMM method^31^.

Differential expression was assessed using the voom-lmFit approach with the function voomLmFit^32^. This function is an extension of the limma-voom pipeline that takes better account of zero counts^33^. The function transforms the counts to the log_2_CPM scale, computes voom precision weights and fits limma linear models. This was followed by applying robust empirical Bayes to the fitted model^34^. The design matrix was constructed using a layout that specified the group. *P*-values were adjusted using the Benjamini and Hochberg method. Significance is defined using an adjusted *p*-value cutoff that is set at 5%.

The cpmByGroup function was used to calculate the average expression (log_2_CPM) for all genes that survived filtering. The Pearson’s correlation co-efficient between groups was calculated using the average expression (log_2_CPM) of all filtered genes except the targeted gene *Cd4*.

### Whole genome Enzymatic Methyl-seq (EM-seq)

Genomic DNA was extracted from around 700,000 cells using DNeasy Blood & Tissue kit (Qiagen, #69506) and 200 ng of gDNA was sheared into size of around 240–290 bp. Libraries were prepared from the sheared gDNA using the NEBNext Enzymatic Methyl-seq kit (NEB, #E7120S) as per manufacturers’ instruction. Libraries were sequenced on a NextSeq2000 as 66 bp paired-end reads for 100 cycles.

### Whole genome methylation analysis

Adaptors and reads of poor quality scores were trimmed using TrimGalore v0.6.7^35^ with default settings. Paired-end EM-seq reads were aligned to the mouse mm10 genome using bismark v0.20.0^36^. Duplicated reads were removed, and methylation calling were also performed in bismark with default settings.

Differential methylation analyses were performed using the bsseq v1.32.0^37^, DMRcate v2.10.0^38,39^ and edgeR v3.38.1^29^ software packages. Methylated and unmethylated CpG reads counts of bismark methylation coverage outputs were smoothed across the genome using bsseq’s BSmooth function with default settings. Differential methylation was assessed for all CpG loci across the genome using DMRcate’s sequencing.annotate function with default parameters.

Gene promoter methylation signal for each gene was obtained by aggregated the methylated and unmethylated CpG read counts in the region from 2 kb upstream to 2 kb downstream of the transcription start site (TSS) of that gene. Gene promoters with at least 10 CpG coverage in all the samples were kept in the analysis. Differentially methylation in gene promoter regions was assessed following the edgeR differentially methylation pipeline^40^. DNA methylation level (*M*-value) of promoter was calculated using the log_2_ ratio of the methylated versus unmethylated reads.

### Statistics and reproducibility

All data analyses were performed with GraphPad Prism 9. Data were expressed as mean ± s.e.m. For comparison of three or more experimental conditions, one-way ANOVA was used followed by Dunnett’s or Tukey’s *post hoc* analysis. Two-tailed student’s *t*-test was used for comparison of two experimental conditions. Comparisons with *P* < 0.05 were considered statistically significant. In vitro experiments were repeated at least three times independently with similar results obtained unless otherwise stated.

For RNA-seq, a moderated *t*-test was performed for each gene. For EM-seq, a quasi-likelihood *F*-test was performed for each gene promoter. All the *P*-values are two-sided, and the BH (Benjamini and Hochberg) method was used for multiple comparisons *P*-values adjustment. RNA-seq and EM-seq libraries were prepared from two independently repeated samples.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The RNA-seq and EM-seq data generated in this study are tabulated as supplementary data 1 & 2 respectively, and have been deposited in the GEO database under accession numbers GSE203162 and GSE211754, under the SuperSeries GSE212345. WGBS data of naïve B and T cells was retrieved from GSE94674, whereas that of 3T3 cells was retrieved from GSE162138. All other relevant data are available within the article and its Supplementary Information files. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Activation of stably silenced genes by recruitment of a synthetic de-methylating module
**Source:** Nat Commun. 2022 Sep 23;13:5582. doi: 10.1038/s41467-022-33181-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Activation of stably silenced genes by recruitment of a synthetic de-methylating module**

## Supplementary Figures

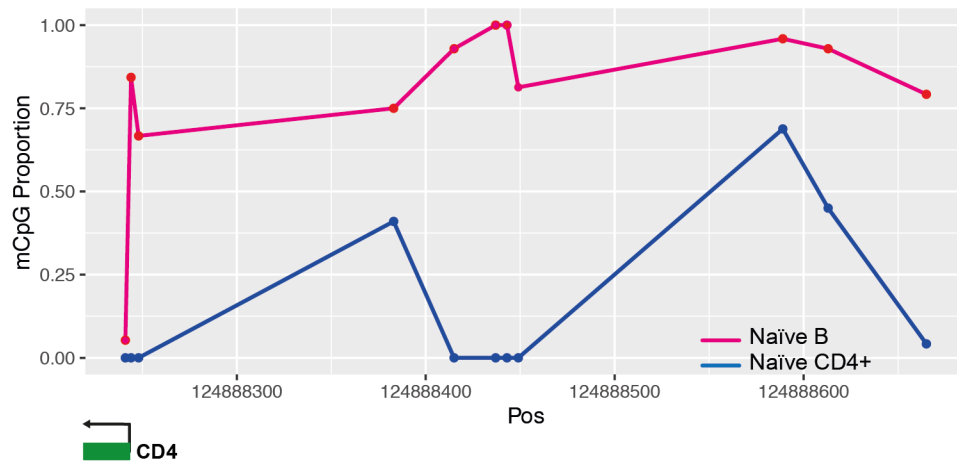

**Supplementary Figure 1. *Cd4* promoters are differentially methylated between B and T cells.** DNA methylation profiles of naïve B and CD4+ T cells at the *Cd4* promoter, retrieved from [GSE94674](#)<sup>13</sup>, plotted as population proportion of methylated cytosine in each CpG dinucleotide motif.

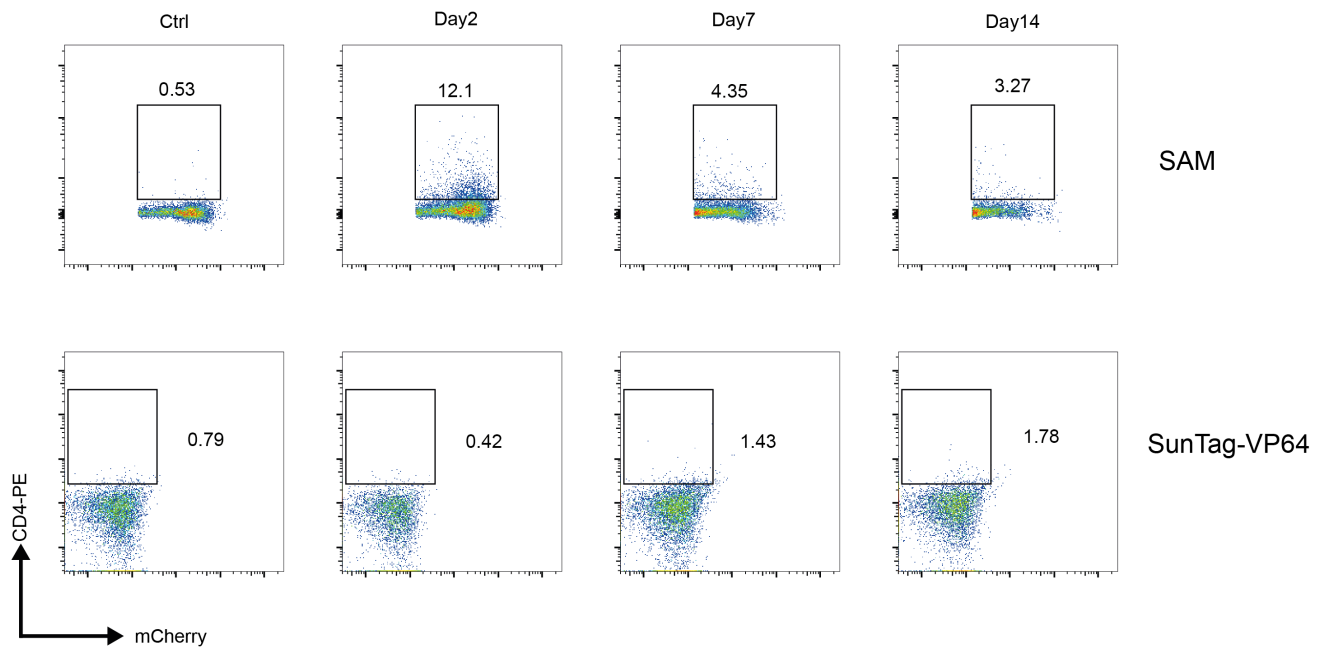

**Supplementary Figure 2. SAM and SunTag-VP64 are unable to robustly upregulate CD4 in B cells.** Representative flow cytometry plots showing CD4 surface expression in A20 with SAM or SunTag-VP64 constructs and transduced with *Cd4*-targeting sgRNA on the indicated day post-sgRNA-transduction. Positive gates for each time point were set against the negative population of cells transduced with control sgRNA on the same day.

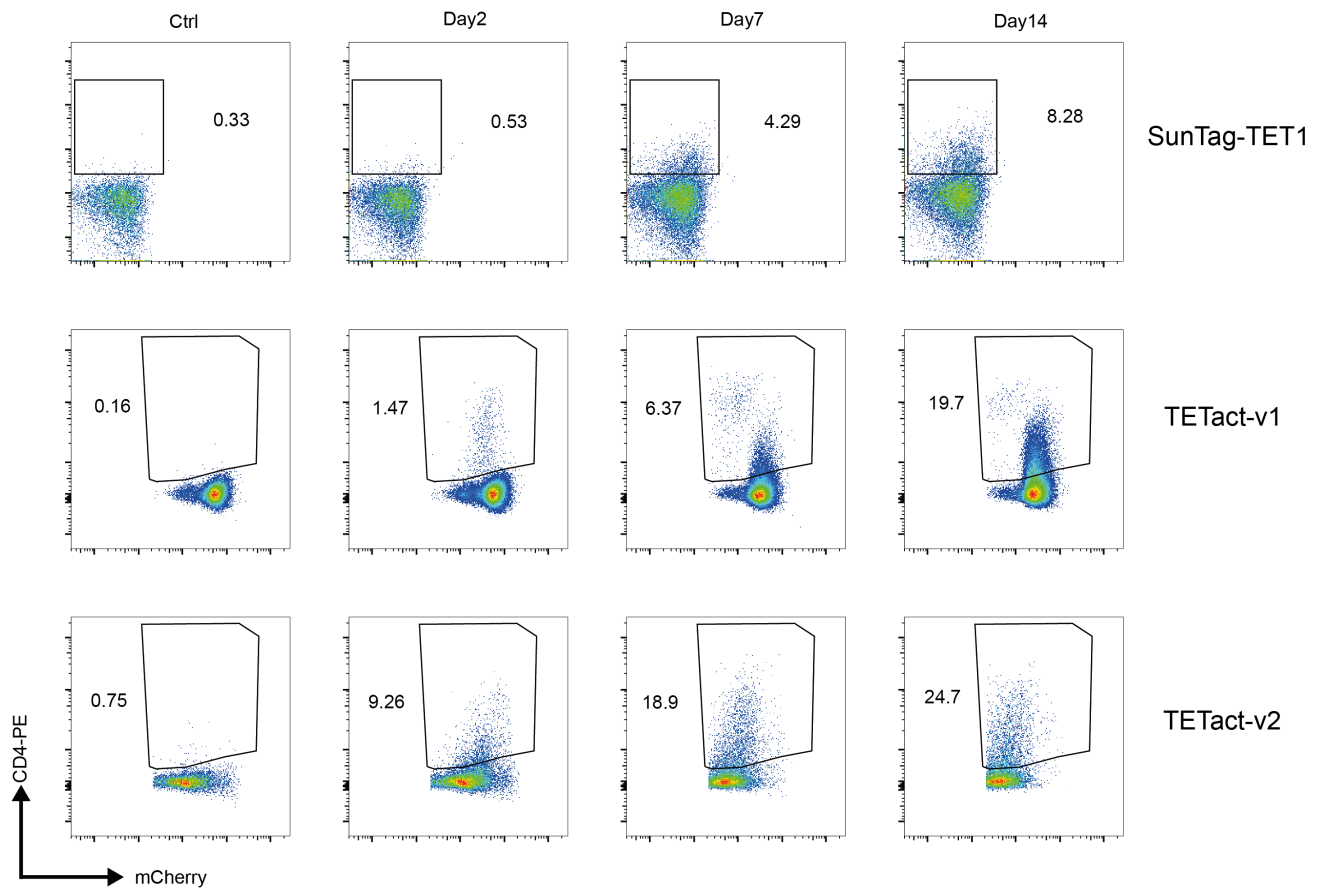

**Supplementary Figure 3. Activation of CD4 using other TET1-associated systems.** Representative flow cytometry plots showing CD4 surface expression in A20 with SunTag-TET1, TETact-v1 or -v2 constructs and transduced with *Cd4*-targeting sgRNA on the indicated day post-sgRNA-transduction. Positive gates for each time point were set against the negative population of cells transduced with control sgRNA on the same day.

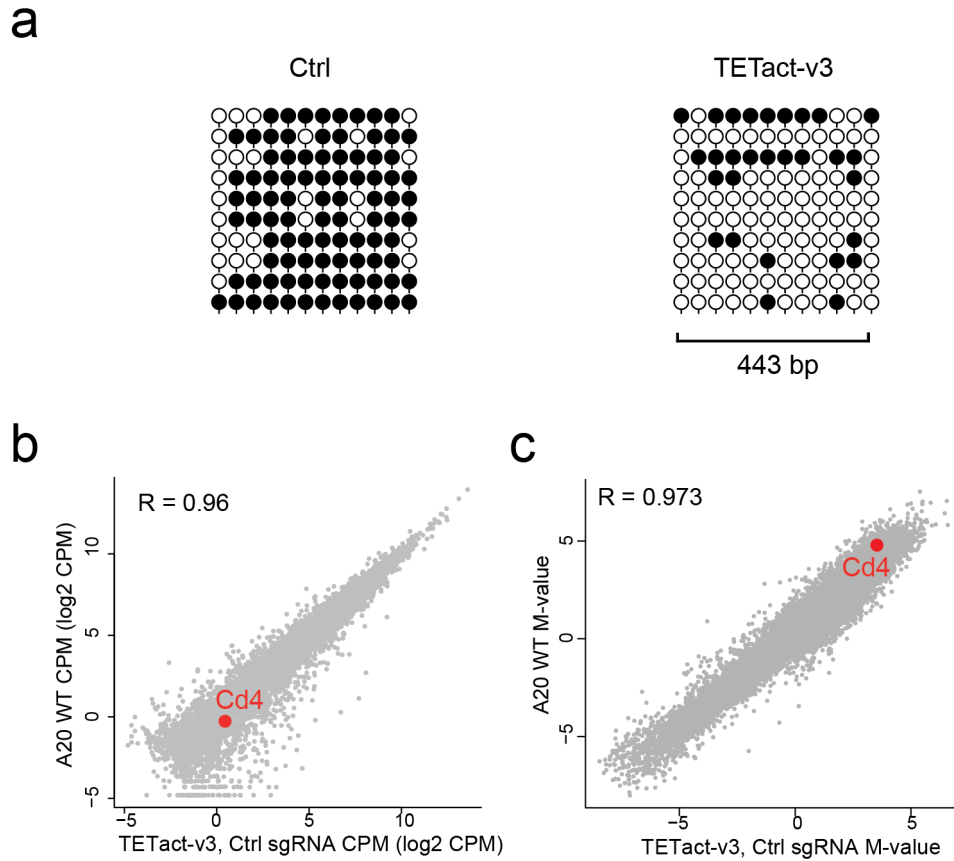

**Supplementary Figure 4. Bisulphite sequencing, RNA-seq and EM-seq off-targets validation.** (a) Bisulphite sequencing of the *Cd4* promoter in A20-TETact-v3 cells transduced with either control or *Cd4* promoter-targeting sgRNA. Open lollipop represents nonmethylated CpG dinucleotides whereas closed lollipop represents methylated dinucleotides. Each row represents an individual clone. Ten clones were analysed in each group. (b) Gene expression (log<sub>2</sub>CPM) or (c) DNA methylation level (M-value) of promoters in cells of WT or versus gene expression in cells transduced with non-targeting control sgRNA. Transduced cells were assayed on day 7 post-sgRNA-transduction. R denotes the Pearson's correlation co-efficient which was calculated for log-transformed values on all genes/promoters that survived filtering except *Cd4*. The average of two biological replicates within a group is shown.

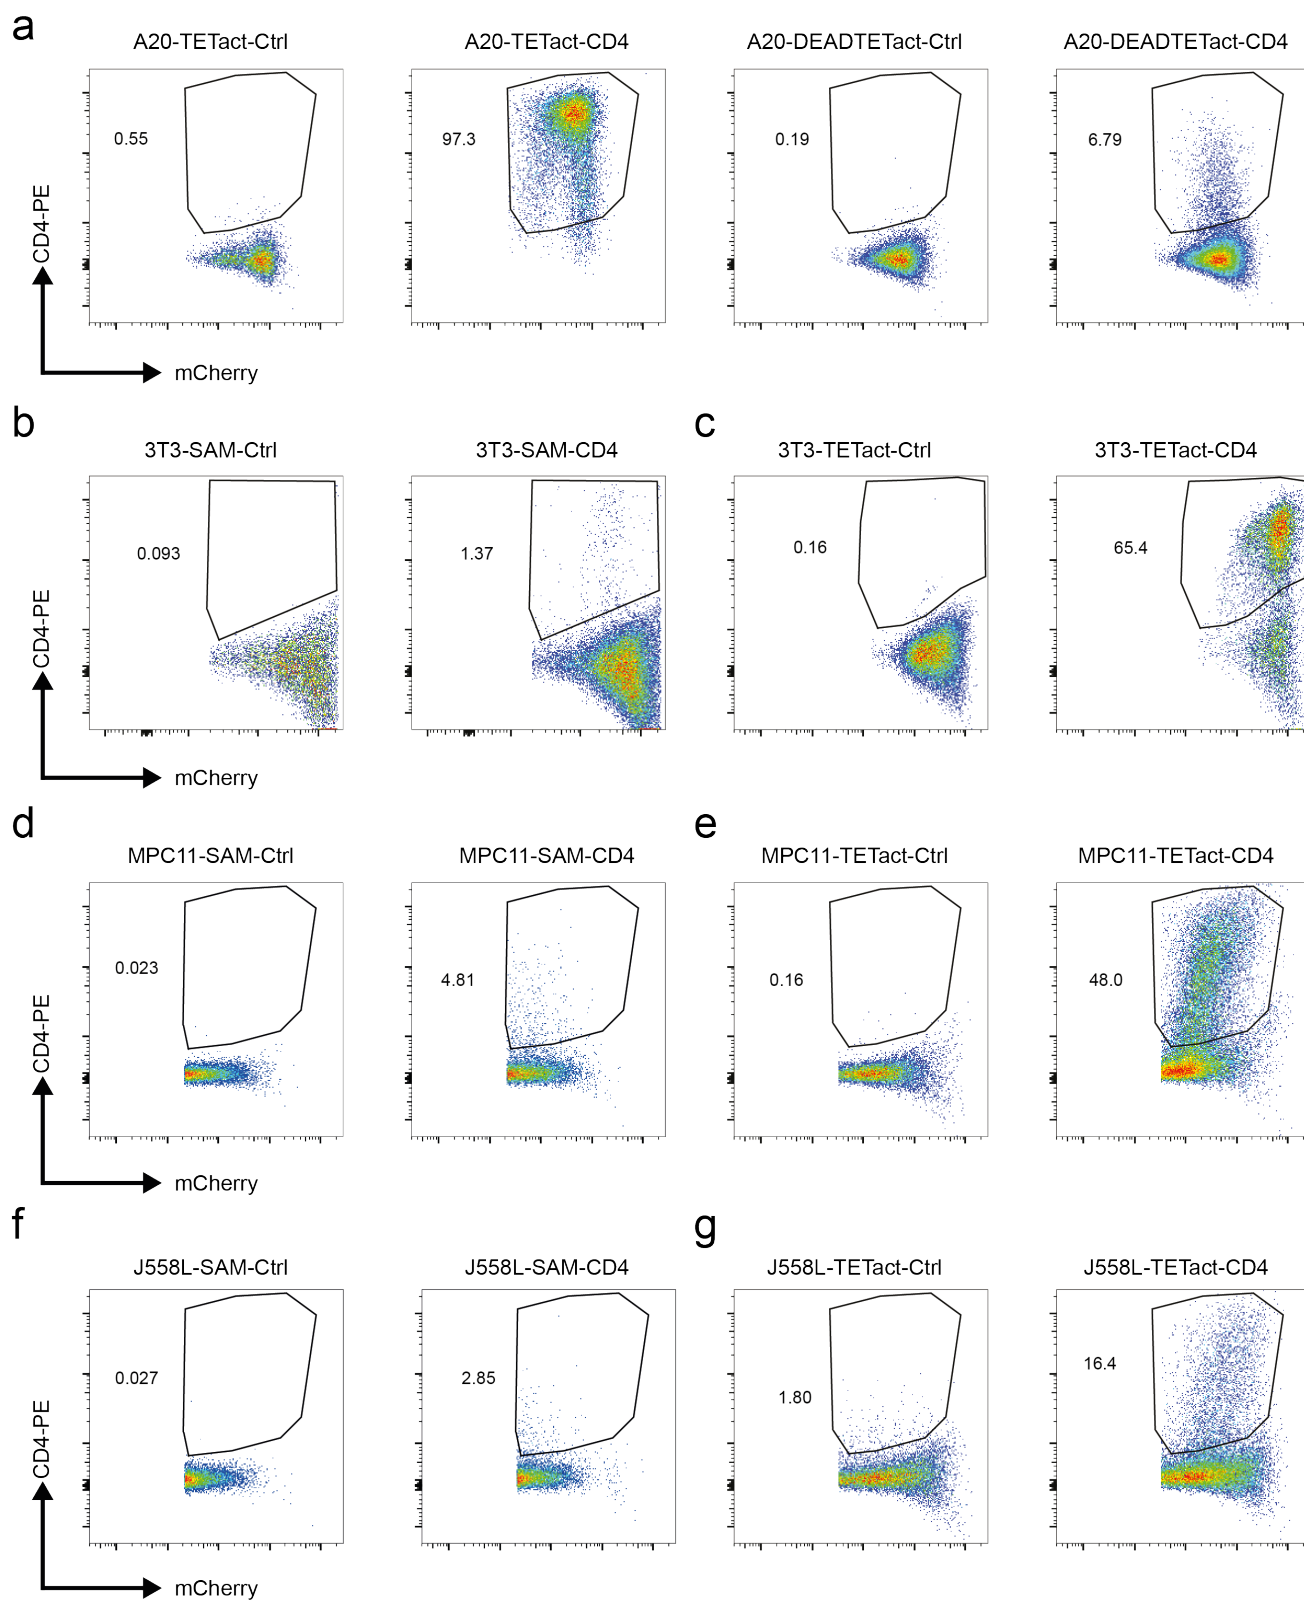

**Supplementary Figure 5. TETact requires catalytic activity of TET1 to mediate gene induction, and is capable of activating genes in multiple cell lines.** Representative flow cytometry plots showing CD4 surface expression in (a) A20-TETact cells and cells bearing the catalytically dead TET1CD (DEADTETact); (b) 3T3 with SAM activators; (c) 3T3 with TETact activators; (d) MPC11 cells with SAM activators; (e) MPC11 cells with TETact activators; (f) J558L with SAM activators and (g) J558L cells with TETact activators. All cells were either transduced with the control or *Cd4*-targeting sgRNA as indicated and assayed on 7 days post-sgRNA-transduction. Positive gates were drawn based on the negative population of cells transduced with control sgRNA in the same experiment.

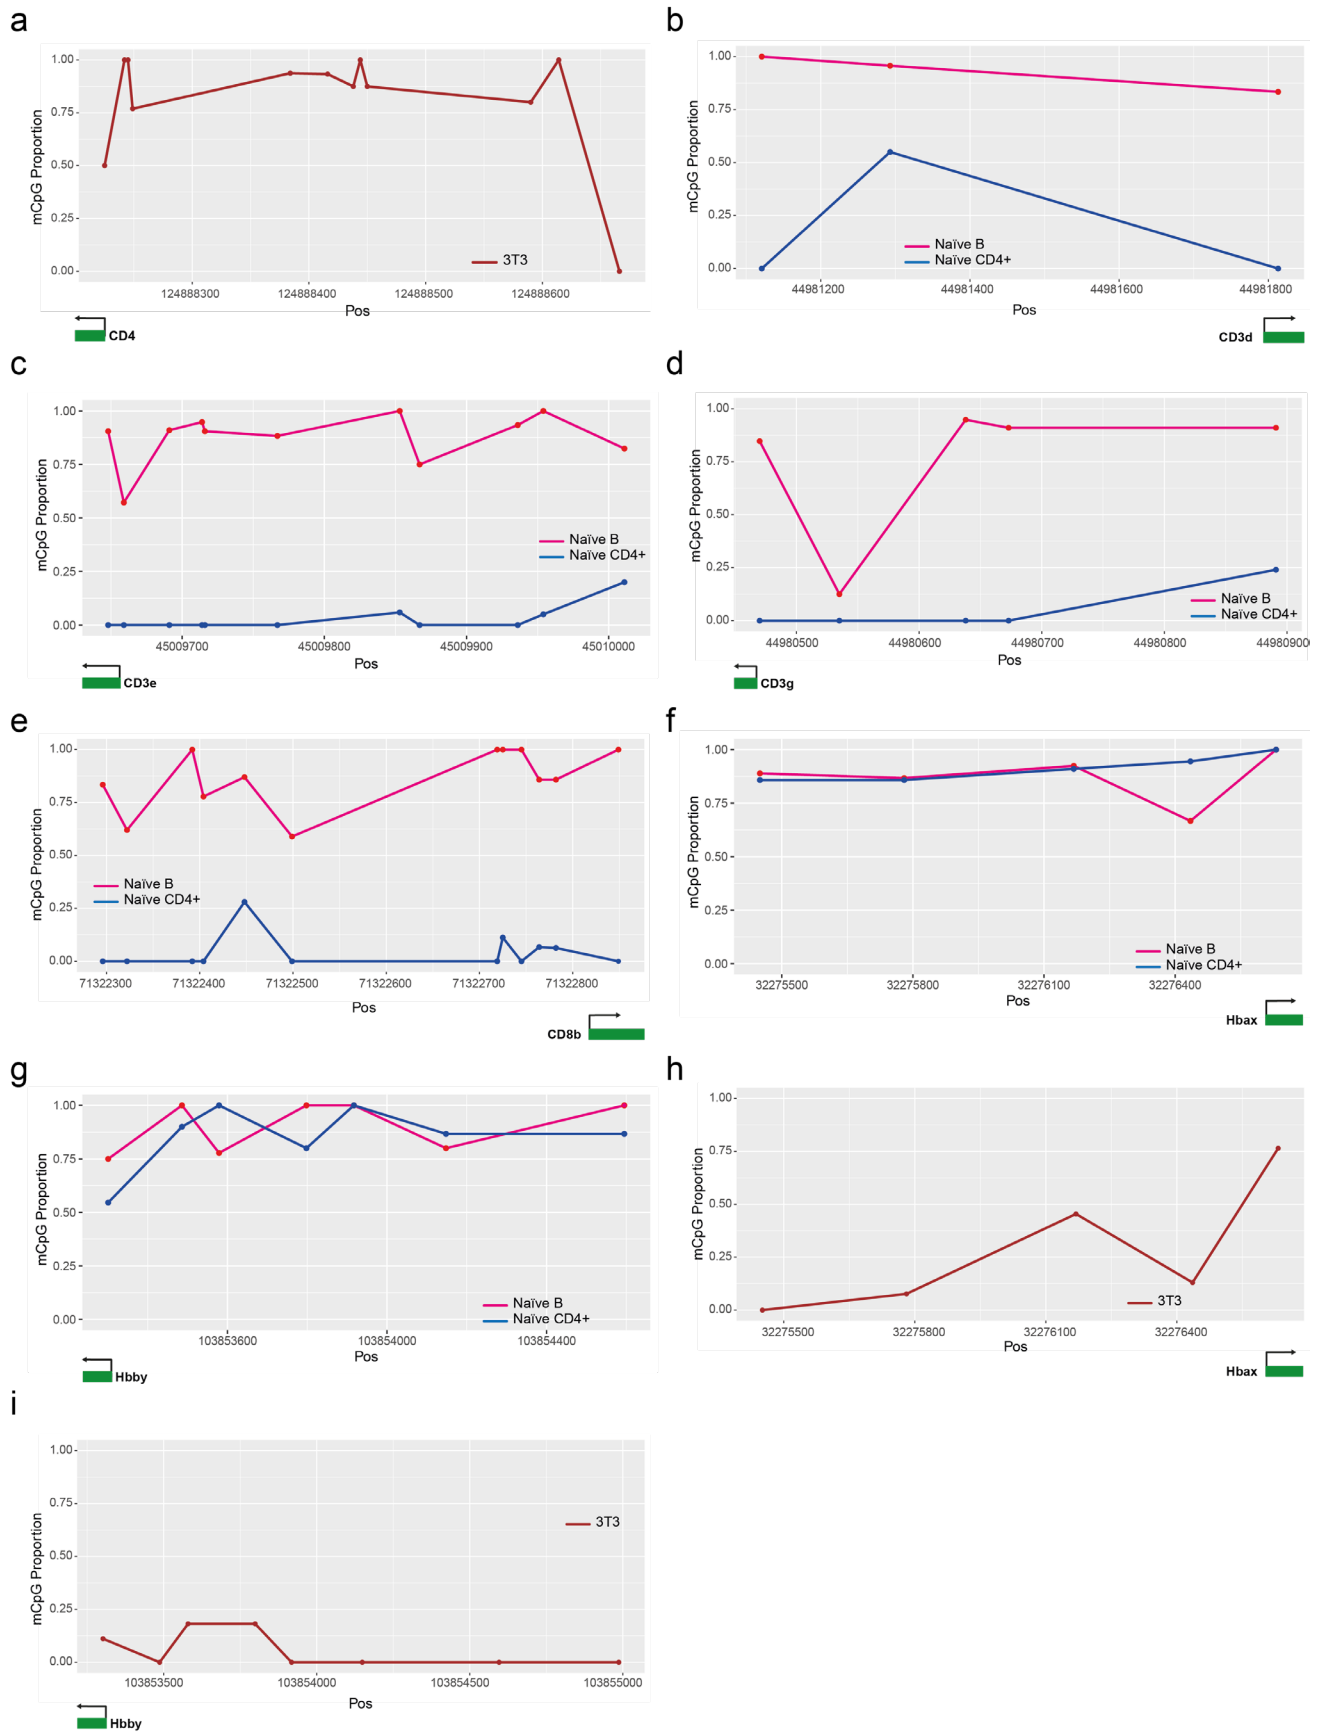

**Supplementary Figure 6. DNA methylation status of target gene promoters.** DNA methylation profiles of (a) 3T3 cells at the *Cd4* promoter; naïve B and CD4+ T cells at the (b) *Cd3d*; (c) *Cd3e*; (d) *Cd3g*; (e) *Cd8b*; (f) *Hba-x* and (g) *Hbb-y* promoters, and 3T3 cells at the (h) *Hba-x* and (i) *Hbb-y* promoters. WGBS data for 3T3 cells were retrieved from [GSE162138](#)<sup>17</sup> whereas that for B and T cells were retrieved from [GSE94674](#)<sup>13</sup>. Profiles were plotted as population proportion of methylated cytosine in each CpG dinucleotide motif.

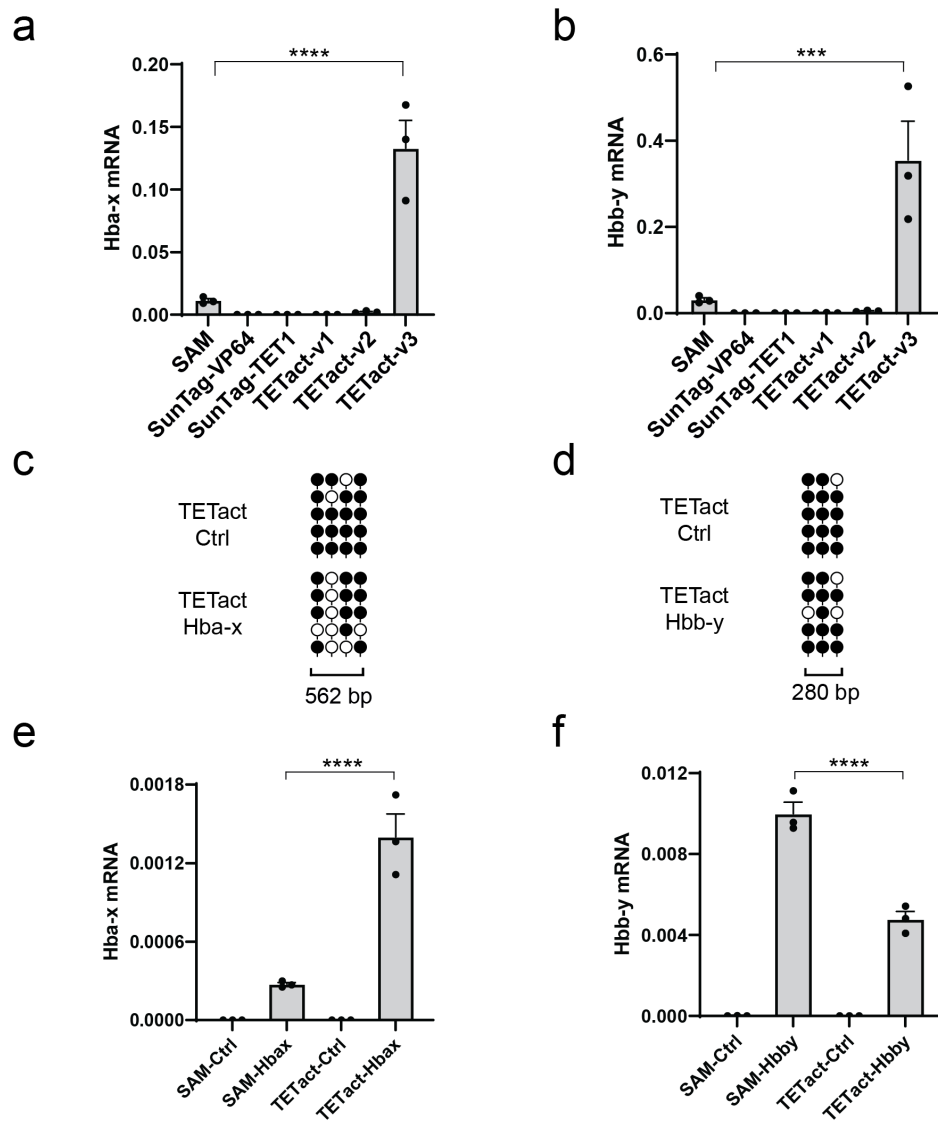

**Supplementary Figure 7. Activation of embryonic globin genes.** (a, b) Expression of *Hba-x* and *Hbb-y* in A20 cells transduced with the promoter-targeting sgRNA in different systems as indicated.  $P < 0.0001$  (*Hba-x*),  $P = 0.0002$  (*Hbb-y*) from one-way ANOVA with Dunnett's *post hoc* test compared to SAM. (c, d) Bisulphite sequencing of *Hba-x* and *Hbb-y* promoters for A20-TETact cells transduced with either control or the corresponding sgRNAs. Open lollipops indicate non-methylated CpG dinucleotides whereas closed lollipops represent methylated CpG motifs. Each row represents an analysed clone. Five clones were analysed in each group. (e, f) Expression of *Hba-x* and *Hbb-y* in 3T3 cells transduced with either control or the promoter-targeting sgRNA in different systems as indicated. Expression level is relative to *Actb* as  $2^{-\Delta Ct}$ .  $P < 0.0001$  from one-way ANOVA with Tukey's *post hoc* test. Data are shown as mean  $\pm$  s.e.m. from 3 independent transductions. \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Source data are provided as a Source Data file.

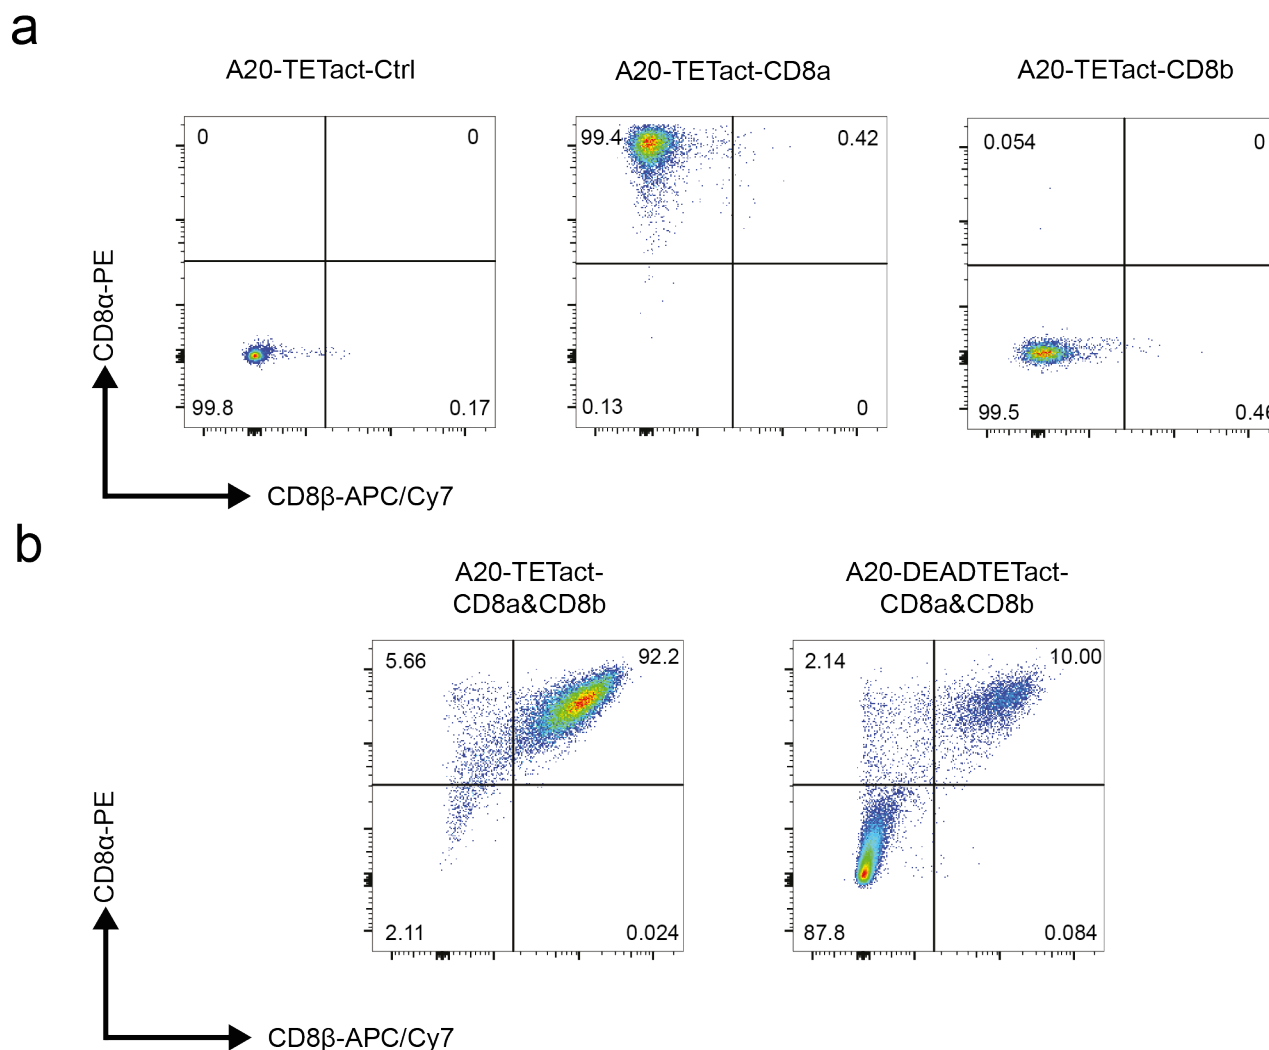

**Supplementary Figure 8. Simultaneous activation of CD8α and CD8β in A20 cell lines.**

(a) Representative flow cytometry plots showing CD8α and CD8β surface expression in A20-TETact cells transduced with either *Cd8a*- or *Cd8b*-targeting sgRNA. (b) Representative flow cytometry plots showing CD8α and CD8β surface expression in A20-TETact and A20-DEADTETact cells transduced with vector co-expressing *Cd8a*- and *Cd8b*-targeting sgRNAs. Cells were assayed on day 7 post-sgRNA-transduction. Gates were drawn based on the negative population of cells transduced with control sgRNA in the same experiment.

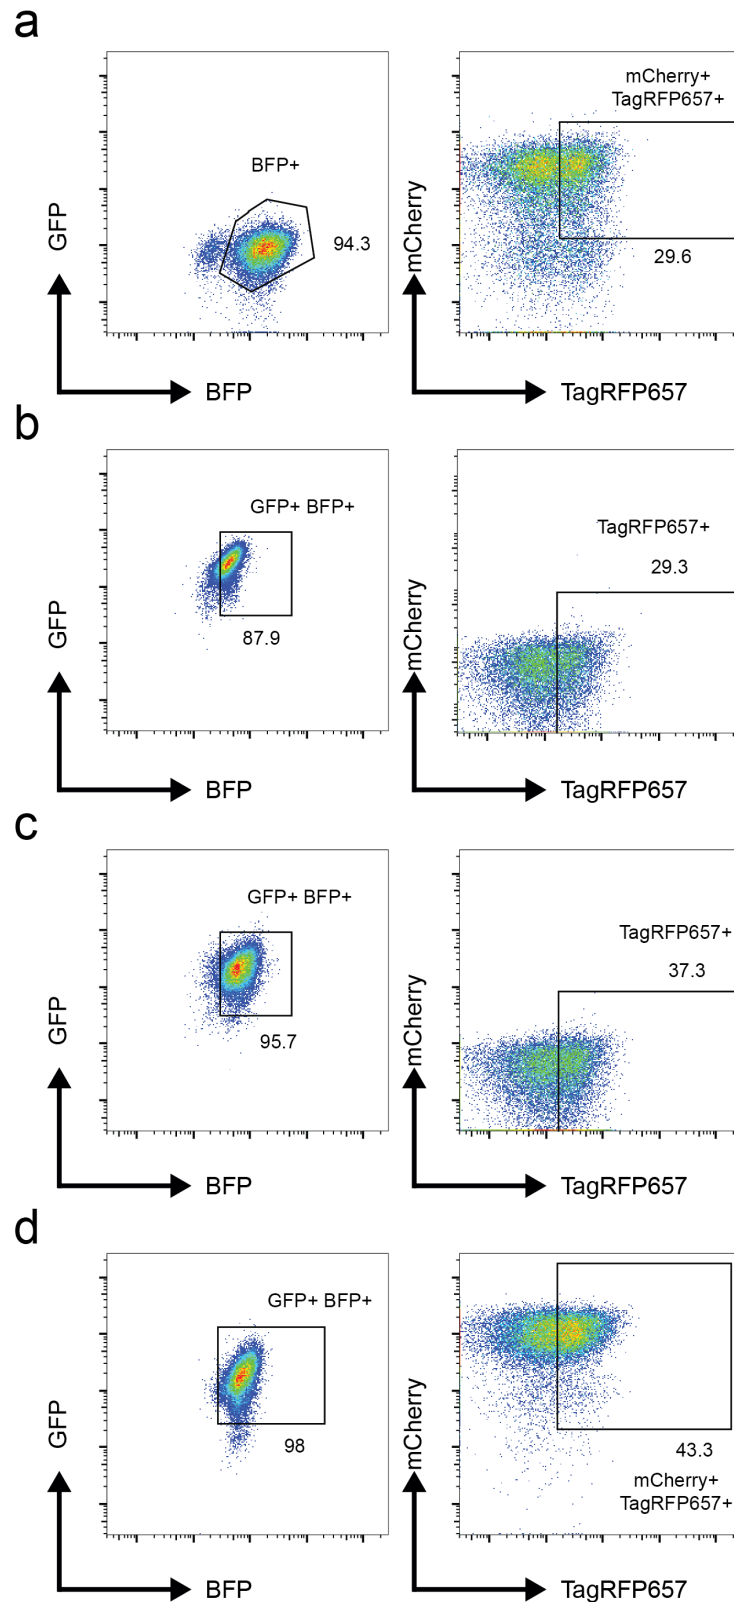

**Supplementary Figure 9. Gating strategies for flow cytometry.** Representative flow cytometry plots showing gating strategies for analysing or isolating (a) SAM, (b) SunTag-VP64, (c) SunTag-TET1, (d) TETact v1-3 and DEADTETact.

**Supplementary Table 1: Primers for plasmid construction**

| Plasmids                   | Targets          | Sequence                                                    |
|----------------------------|------------------|-------------------------------------------------------------|
| dCas9-5xGCN4-P2A-BFP       | 5xGCN4           | AATAGGATCCAACGGTCCGACTGACGC                                 |
|                            |                  | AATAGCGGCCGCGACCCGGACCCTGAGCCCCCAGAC                        |
| MCP-p65-hsf1-T2A-mCherry   | T2A-mCherry      | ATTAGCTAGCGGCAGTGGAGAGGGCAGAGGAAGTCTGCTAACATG               |
|                            |                  | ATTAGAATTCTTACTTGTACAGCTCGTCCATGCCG                         |
| gRNA-MS2x2-TagRFP657       | BbsI cassette    | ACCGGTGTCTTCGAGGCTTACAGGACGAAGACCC                          |
|                            |                  | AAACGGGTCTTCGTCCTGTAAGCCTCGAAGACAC                          |
|                            | Adding XbaI      | TGTGGAAAGGACGAAACACCGGTGTC                                  |
|                            |                  | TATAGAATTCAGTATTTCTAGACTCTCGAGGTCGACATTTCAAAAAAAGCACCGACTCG |
| MCP-VP64-p65-hsf1-mCherry  | VP64-p65-hsf1    | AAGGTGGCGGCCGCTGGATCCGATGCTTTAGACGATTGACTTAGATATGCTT        |
|                            |                  | CGCTGAAGCCGCTGCCGCTGCCAGAG                                  |
|                            |                  | CAGCGGCAGCGGCTTCAGCGTGG                                     |
|                            |                  | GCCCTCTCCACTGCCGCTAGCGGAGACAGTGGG                           |
| MCP-VPR-mCherry            | VPR              | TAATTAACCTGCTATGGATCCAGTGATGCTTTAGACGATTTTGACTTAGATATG      |
|                            |                  | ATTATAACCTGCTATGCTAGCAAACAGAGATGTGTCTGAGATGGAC              |
| scFv-GCN4-sfGFP-deadTET1CD | sfGFP-deadTET1CD | GGAGGCGGCCGGAAGCTTGGATC                                     |
|                            |                  | TGTGAATGGCCCTGTAGGGATGAG                                    |
|                            |                  | CTCATCCCTACAGGGCCATTCA                                      |
|                            |                  | AAGGGTCGACTCTAGAGTCGCG                                      |
| MCP-p65-hsf1-BFP           | P2A-BFP          | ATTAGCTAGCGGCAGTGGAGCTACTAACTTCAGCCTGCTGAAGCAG              |
|                            |                  | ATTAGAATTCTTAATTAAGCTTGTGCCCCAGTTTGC                        |
| Multiplex sgRNAs           | F1               | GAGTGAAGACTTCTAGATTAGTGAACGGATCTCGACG                       |
|                            | R1               | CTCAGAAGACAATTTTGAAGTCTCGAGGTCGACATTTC                      |
|                            | F2               | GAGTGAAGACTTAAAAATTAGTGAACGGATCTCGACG                       |
|                            | R2               | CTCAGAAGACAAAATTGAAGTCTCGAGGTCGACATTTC                      |

**Supplementary Table 2: gRNA target sequences**

| Targets      |     | gRNA sequence        |
|--------------|-----|----------------------|
| <i>Dreg1</i> | +38 | AACATTCCCATGCGATGCTC |
|              | -25 | AAAGCTTACATGGACCAACC |
|              | -32 | ACATGGACCAACCAGGAGTG |
| <i>Cd4</i>   |     | AGCCTGGTTAGGTCAACGTG |
| <i>Hba-x</i> |     | CAACAATGGGAATTAGGGCT |
| <i>Hbb-y</i> |     | ATGACCTGGCTCCACCCATG |
| <i>Cd3e</i>  |     | TCCTCAGTTAACCAAGGCGG |
| <i>Cd3d</i>  |     | TGACAGTCTTACACCATCAA |
| <i>Cd3g</i>  |     | CAGAGCATCAACACCCCTGC |
| <i>Cd8a</i>  |     | GGTGGTTGACACTCTTTGGT |
| <i>Cd8b</i>  |     | GACTTTTCAAAGAGCCCACC |

**Supplementary Table 3: Bisulphite sequencing PCR primers**

|              |   |                               |
|--------------|---|-------------------------------|
| <i>Cd4</i>   | F | TAAATGAAAAGATAGGAAGTTTGG      |
|              | R | CACTATATCTTTAACTACCACA        |
| <i>Dreg1</i> | F | GAGGAAAATTTTGATTTTTTGATTTTTT  |
|              | R | TCACTCCTAATTAATCCATATAAACTTT  |
| <i>Hba-x</i> | F | TGTATTTTATTGTATATTGGTTGGTATG  |
|              | R | TAATACCTAACTTACCTCTCTAAAATC   |
| <i>Hbb-y</i> | F | TATTTTTTTGAAGTTATTGGTTAGTTTGA |
|              | R | AATATTAACATTTCTATATCCACAACAC  |
| <i>Cd3e</i>  | F | GAGAGATTTATTATTTTTGAAGAAGGTA  |
|              | R | ACAAAAACAAAACTATATAACTCTCTC   |
| <i>Cd3d</i>  | F | GTAGTTTGTATTTGTTTGTGTTTTATTT  |
|              | R | AAAAACAACAATCAATATCAAATAAC    |
| <i>Cd3g</i>  | F | TTGGTTTTATTTAGTATGTATTGAGTTG  |
|              | R | TAAAAATCTAACTTTCCACACTACTATA  |
| <i>Cd8b</i>  | F | TGGGTTTTATTTGTTAGTTTTATATTGA  |
|              | R | TAACTAAATCTAAAATCTATCACTTCCT  |

**Supplementary Table 4: qRT-PCR primers used in study**

| Targets      |       | gRNA sequence              |
|--------------|-------|----------------------------|
| <i>Actb</i>  | F     | GACTCATCGTACTCCTGCTTG      |
|              | R     | GATTACTGCTCTGGCTCCTAG      |
|              | Probe | CTGGCCTCACTGTCCACCTTCC     |
| <i>Dreg1</i> | F     | CTTTGCTCTTCACTCTGGACT      |
|              | R     | CTGTGTCCCATGCTTCTCTG       |
|              | Probe | TCAAAGCCCCAGATTCCTTCATCTCC |
| <i>Hba-x</i> | F     | CCATTGGCACTGAGACTCTAG      |
|              | R     | CTCTTAACCGCATCCCCTAC       |
| <i>Hbb-y</i> | F     | TGCTGACTGCTTTTGGAGAG       |
|              | R     | ACCAGCACATTACCCAAGAG       |
| <i>Cd3e</i>  | F     | TGGAGCAAGAATAGGAAGGC       |
|              | R     | CATAGTCTGGGTGTTGGGAACAG    |
| <i>Cd3d</i>  | F     | AACTCTGCTCCTGGCTTTG        |
|              | R     | GCTGTACTGGGTATCTTCACG      |
| <i>Cd3g</i>  | F     | GTATATCTCATTGCGGGACAGG     |
|              | R     | TCCTCAGTTGGTTTCCTTGG       |
| <i>Cd8b</i>  | F     | TGGCCGTCTACTTTTACTGTG      |
|              | R     | GGCGCTGATCATTTGTGAAAC      |

# Supplementary material for: Activation of stably silenced genes by recruitment of a synthetic de-methylating module
**Source:** Nat Commun. 2022 Sep 23;13:5582. doi: 10.1038/s41467-022-33181-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data generated in this study is accessible in GSE203162.

Whole genome EM-seq data generated in this study is accessible in GSE211754.

Public dataset for whole genome bisulphite sequencing for B and T cells is accessible in GSE94674 under the SuperSeries GSE94676 from Kazachenka et al., 2018.

Public dataset for whole genome bisulphite sequencing for 3T3 cells is accessible in GSE162138 from Sapozhnikov & Szyf, 2021.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Activation of stably silenced genes by recruitment of a synthetic de-methylating module
**Source:** Nat Commun. 2022 Sep 23;13:5582. doi: 10.1038/s41467-022-33181-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** Differential gene expression analysis results for i) A20 with sgRNA activating CD4 vs A20 with non-targeting control sgRNA and ii) A20 with non-targeting control sgRNA vs wild-type A20. Genes are ranked by B-statistic (log-odds).

**Title:** Supplementary Data 2.

**Description:** Gene promoter differential methylation analysis results for the three pair-wise comparisons. Gene promoters are ranked by p-values.

How the deposited data were processed for this re-analysis (not part of the article)

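RNA-seq of A20 cells was analysed in 3 groups of 2 replicates, namely wild-type A20, control sgRNA TETact-v3 and Cd4 sgRNA TETact-v3 cells, the latter 2 on day 7 after sgRNA transduction. Sample labels gave the group and the replicate. The file stems of the Cd4 sgRNA libraries carry another abbreviation than the labels. The Cd4 counts, at 30959 and 40422 in those 2 libraries and at most 127 in any other library, check the labels. The authors aligned paired-end reads to mm10 with Rsubread and counted them per Entrez gene with featureCounts and its inbuilt RefSeq annotation. The deposited counts are raw whole numbers per gene, without normalization, and whether the counting used strand, or how it treated reads shared between genes, is not stated in the methods. A table of the whole series repeats the counts of the sample files and was not used. No row without a gene identifier was present.

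Gene symbols and positions came from RefSeq genes of GRCm38.p6, which is the mm10 build. The paper's filters were repeated as far as this annotation allows, and filterByExpr with default settings left 12423 genes. These held between 86.0% and 95.0% of each library's counts. Libraries were scaled by TMM. The main test was edgeR 4.0.16 (glmQLFit and glmQLFTest with robust estimation) with one term per group over all 6 libraries, two-sided, with Benjamini-Hochberg adjustment at 0.05. The paper's own test, voomLmFit of limma, was run as an alternative with limma 3.58.1, and DESeq2 1.42.0 as another, all in R 4.3.3. CPM values were computed here from the deposited counts and TMM factors. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Correlations between groups used the average log2 CPM per group with a prior count of 2 and without Cd4. A count of at most 3 was treated as the floor. Intervals for shares of counts are 95% Wilson intervals and cover counting error only, since the reads carry no molecular identifiers.

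Gene lists were tested with camera on log2 CPM with a preset correlation of 0.01. The 6 lists fixed before the data were examined were hypoxia targets, hypoxia targets without the genes near the top of Supplementary Data 1, cholesterol synthesis, interferon-stimulated genes, germline genes silenced by methylation, and T-cell genes, which with 3 comparisons made 18 tests. Another 2 lists, of NF-kB and heat shock targets, were added after the data were seen, and their adjustment ran over all 24 tests. The hypoxia and cholesterol lists were prompted by genes in the paper's table of these same libraries.

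The genes named in the text were chosen by a rule set before the data were examined. Per comparison it took the 5 genes with the smallest p-value in each direction among those past the threshold whose CPM did not overlap between the groups, the genes the paper names, the genes past an FDR of 0.05 in the rows read of Supplementary Data 1, the homologues of the transgenes (Tet1, Rela and Hsf1), and the leading genes of each list and of the neighbours of Cd4. The values of 1 gene past the threshold between Cd4 sgRNA and control sgRNA cells are not reported here. Ndrg1 in the closing section belongs to the leading genes of the hypoxia list. Other alternatives were the RLE size factors, library size only, filters on low counts, no annotation filter, only the 2 groups compared, the replicate number as a block, and each replicate left out. Thinned control sgRNA counts, offsets for GC content and gene length (fitted for the 93.0% of tested genes with a GC value from GENCODE M21 transcripts) and list medians with each replicate left out were chosen after the data were seen. A search for off-target sites of the Cd4 guide in promoters was planned for the case that a genome sequence was at hand and was not run.

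The tests were tested on simulated counts drawn from the real genes' means and library sizes, with 197 changed genes of 4-fold or 8-fold among 12259 genes. edgeR recovered 84.3% of the changed genes and called 15 unchanged ones, voomLmFit recovered 83.2% and called 16, and DESeq2 recovered 89.8% and called 93. In 10 simulations without any change, over a median of 12257 genes, edgeR called 0 genes in each, with at most 660 genes at an unadjusted p-value under 0.05. All these simulations used one spread per gene in all 6 libraries. They therefore do not show how the tests perform with the larger spread between the real control sgRNA replicates. DNA methylation, flow cytometry and qPCR data of the study were not analysed here.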

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

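The tests of one control library, of scaling, of the Tet1 reads, of depth for Nfkbiz and Tet1, and of the mitochondrial share were chosen only after the result was seen, as were the lists of NF-kB and heat shock targets. Groups of 2 replicates are too small for a test of single outlying samples. In each case below a signal appeared in genes whose RNA-seq counts the paper's text does not discuss, and for Tet1 the text discusses the TET1 domain of the transgene.

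Hypoxia targets were lower in Cd4 sgRNA than in control sgRNA cells. Over the 35 tested targets that were not near the top of Supplementary Data 1, the median log2 fold change was -0.89, with 2 of 35 genes higher (camera adjusted p = 5.3e-12, limma). With all 43 tested targets the median was -1.05, but this list holds genes seen in the paper's table of the same libraries. The list of 35 leaves those genes out, but they prompted the choice of hypoxia, so it is not an independent test either. Adjusted over the list alone, 31 of the 35 genes passed 0.05, against 0 adjusted over all genes tested. The call did not hold under camera with an estimated correlation or, for the 35 genes, under fry, where the adjusted p was 0.060 (limma), and over the alternatives it ranged from 8.4e-12 to 0.73. The control sgRNA libraries are the ones that stand apart, with medians of 0.42 and 0.73 log2 units above the wild-type mean in replicates 1 and 2, against -0.058 and -0.21 in the Cd4 sgRNA replicates. The lower of the 2 control values, 0.42, lies above all 4 other libraries, which argues against a single aberrant library, although control sgRNA replicate 2 deviates more and the median without it was -0.58. Ndrg1, at 92.7 ± 65.9 CPM (SD, n = 2) in control sgRNA cells and 6.03 ± 1.7 CPM (SD, n = 2) in Cd4 sgRNA cells, shows how far these 2 replicates differ. Thinning the control sgRNA counts to the depth of the Cd4 sgRNA libraries left the median at -0.80, and offsets for GC content and gene length left it at -0.91, both within 0.22 (the largest SD between replicates) of the value without them, so depth and these trends do not account for it. A scaling factor moves every gene of a library alike, and the list median lay -0.88 from the median of the other tested genes, which argues against a shift by scaling. A difference in oxygen or cell density between the cultures, and an effect of the sgRNA, stay open and were not tested.

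Nfkbiz had a log2 fold change of 6.59 between control sgRNA and wild-type cells and 5.87 between Cd4 sgRNA and wild-type cells. Depth does not account for it, since the value after thinning the control sgRNA libraries was 6.58. Nfkbiz encodes a regulator of NF-kB, and TETact-v3 carries the p65 activator domain. A candidate explanation is activation by p65 that is not tied to the guide. The list of NF-kB targets without Nfkbiz did not move as a set. Its median was -0.11 over 30 tested genes with 14 higher (camera adjusted p = 0.86, limma). Members went both ways, and without control sgRNA replicate 1 the median was 0.024. The list of heat shock targets, for hsf1, had a median of 0.19 over 20 tested genes with 15 higher (camera adjusted p = 0.092, limma). The paper describes p65 and hsf1 as activator domains recruited through MS2. Such domains need not act at the targets of the whole proteins, so neither list can decide. The paper proposes lentiviral transformation for the genes that differ between these groups, and an effect of selecting and growing the transduced line was not tested.

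Tet1 had a log2 fold change of 2.19 between control sgRNA and wild-type cells (standard error 0.33, adjusted p = 0.0072 from edgeR's test), with 16 and 14 counts in wild type, 242 and 152 with control sgRNA, and 61 and 73 with Cd4 sgRNA. Between Cd4 sgRNA and control sgRNA cells no difference was detected, with a log2 fold change of -0.23 (adjusted p = 0.55 from edgeR's test). Depth does not account for the rise, which was 1.88 after thinning. The TET1 catalytic domain in the transgene may have added reads to Tet1, and expression of Tet1 itself would give the same counts, so the 2 cannot be told apart from counts per whole gene. Rela and Hsf1, the homologues of the activator domains, had log2 fold changes of -0.083 and 0.021 between control sgRNA and wild-type cells (adjusted p = 0.47 and 0.89 from edgeR's test). In wild type they averaged 96.7 and 60.7 CPM, whereas Tet1 went from 0.499 CPM to 2.03 CPM with control sgRNA. An addition of reads as small as that of Tet1 could not be seen in Rela or Hsf1, so their values do not decide.

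The mitochondrial share of counts was 2.65% and 2.69% in the wild-type libraries, 5.96% and 6.90% in the Cd4 sgRNA libraries, and 6.63% and 11.5% in the control sgRNA libraries. The 95% Wilson interval of the highest share, 11.54% in control sgRNA replicate 2, was 11.54% to 11.55%. Cd4 sgRNA replicate 1, at 5.96%, was sequenced less deeply than wild-type replicate 1, which argues against depth. Without COX1, the mitochondrial gene with the most counts, the lowest share among the 4 TETact-v3 libraries was 4.39% against at most 2.17% in wild type, so a single gene does not account for it. These genes were left out of library sizes and tests. Handling of the RNA and a difference between the cell lines stay open and were not tested.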

How the results depend on the processing

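Alternatives were set before the data were examined, apart from thinned control sgRNA counts, GC and length offsets and list medians with each replicate left out. The log2 fold change of Cd4 between Cd4 sgRNA and control sgRNA cells stayed between 9.44 and 9.61 over 14 alternatives and past the threshold in each, with adjusted p-values of at most 8.5e-04 in edgeR's test. The 6 lower genes kept their direction in the alternatives that gave a value.

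Between Cd4 sgRNA and control sgRNA cells, 3 genes were higher and 6 lower. The number higher was 1 with voomLmFit, with or without robust estimation. DESeq2 gave 530 higher and 890 lower, no expression filter gave 5 and 13, and a fit of the 2 groups alone gave 1 and 0, with 1922 genes at an unadjusted p-value under 0.05. Fits of 2 groups alone gave 835 higher and 733 lower for control sgRNA against wild type, and 3769 higher and 3689 lower for Cd4 sgRNA against wild type. The control sgRNA replicates differed most, by a median absolute log2 difference of 0.258 against 0.0834 and 0.0808 between the Cd4 sgRNA and wild-type replicates. The fit of all 6 libraries shares one spread per gene, so this enters every comparison. Of the fits of 2 groups alone, only that without control sgRNA libraries called more genes, 7458 against 2551. The control sgRNA spread can thus account for the direction of these shifts. No separate test of this or of the other changes was made. Scaling by library size only moved the share of higher calls to 58.2% from 51.9% for control sgRNA against wild type, and to 56.2% from 48.0% for Cd4 sgRNA against wild type. Genes shared between these 2 comparisons numbered 1811, and 1582 with voomLmFit.

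The replicate numbers of the labels do not pair the samples. The correlation across genes of the difference between replicates 1 and 2 was -0.035 between wild type and control sgRNA, 0.014 between wild type and Cd4 sgRNA and -0.14 between control sgRNA and Cd4 sgRNA. With the replicate block, 2 genes were higher and 5 lower between Cd4 sgRNA and control sgRNA cells, 1552 and 1424 between control sgRNA and wild type, and 970 and 1068 between Cd4 sgRNA and wild type.

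Pearson's R of control sgRNA and wild type moved from 0.9598 to 0.983 without an expression filter, 0.975 as Spearman's rank correlation and 0.953 with a prior count of 0.5. R of Cd4 sgRNA and wild type moved from 0.964 to 0.985, 0.978 and 0.958 in the same settings and to 0.970 with at least 10 counts in every library. With one replicate left out, R ranged from 0.975 to 0.993 for Cd4 sgRNA and control sgRNA, from 0.953 to 0.962 for control sgRNA and wild type, and from 0.962 to 0.963 for Cd4 sgRNA and wild type. The cause was not tested.

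Set tests depended on the correlation assumed between genes. With an estimated correlation, the adjusted p was 0.73 (camera, limma) for each call, namely hypoxia targets (median log2 fold change -1.05), hypoxia targets outside the paper's calls (-0.89) and cholesterol synthesis (-0.29) between Cd4 sgRNA and control sgRNA, and both hypoxia lists (0.73 and 0.56) between control sgRNA and wild type. Under fry, hypoxia targets between Cd4 sgRNA and control sgRNA held, with an adjusted p of 0.030 (limma). The shorter hypoxia list (adjusted p 0.060) and cholesterol synthesis (0.083) did not, nor did the hypoxia lists between control sgRNA and wild type (0.063 and 0.21, limma). Germline genes passed under fry against wild type in control sgRNA and in Cd4 sgRNA cells (medians 0.25 and 0.067, adjusted p = 0.0067 for both, limma). With at least 10 counts in every library the germline median turned from 0.063 to -0.044 between Cd4 sgRNA and control sgRNA, from 0.25 to -0.14 between control sgRNA and wild type, and from 0.067 to -0.21 between Cd4 sgRNA and wild type, since the filter removes low genes.

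With one replicate left out, medians between Cd4 sgRNA and control sgRNA ranged from -1.21 to -0.80 for hypoxia targets, -0.85 to -0.58 for those outside the paper's calls (lowest in size without control sgRNA replicate 2), -0.36 to -0.065 for interferon-stimulated genes, -0.15 to 0.057 for germline genes, -0.55 to -0.0081 for T-cell genes, -0.25 to -0.091 for NF-kB targets and -0.087 to 0.13 for heat shock targets. Between control sgRNA and wild type they ranged from -0.039 to 0.30 for cholesterol synthesis, 0.23 to 0.48 for interferon-stimulated genes, 0.012 to 0.30 for germline genes, -0.081 to 0.75 for T-cell genes and -0.084 to 0.024 for NF-kB targets, and most of these extremes left out a control sgRNA replicate. Between Cd4 sgRNA and wild type they ranged from -0.18 to -0.11 for cholesterol synthesis, 0.086 to 0.15 for germline genes, -0.47 to -0.014 for T-cell genes and -0.040 to 0.049 for NF-kB targets.

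Reversed directions were seen in genes near 0. Actb between Cd4 sgRNA and control sgRNA ranged from -0.13 without control sgRNA replicate 2 to 0.52, and between Cd4 sgRNA and wild type from -0.27 to 0.0012. Rela between Cd4 sgRNA and wild type ranged from -0.035 to 0.053 and was -0.081 with GC and length offsets, Hsf1 between control sgRNA and wild type ranged from -0.035 to 0.10, and Tet1 between Cd4 sgRNA and control sgRNA was 0.078 after thinning. Among the other values of named genes, 80 were weaker, 15 stronger and 37 moved, while 2237 were the same.

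Among the neighbours of Cd4, the number past the threshold over all genes tested was 0 within 100 kb, 500 kb and 1 Mb, with 3, 14 and 15 genes at an unadjusted p-value under 0.05. Adjusted over the list alone it was 8 within 500 kb and 2 within 100 kb, of which Eno2 and Tpi1 are hypoxia targets. The off-target search with at most 3 or 4 mismatches was not run. With 2 replicates per group, small changes of low genes are beyond the depth, and in the simulation edgeR missed part of the changed genes.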

Differences from the paper's values

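The paper's table holds 1 gene higher at an FDR under 0.05 between Cd4 sgRNA and control sgRNA cells, and edgeR's quasi-likelihood test gave 3. Among the alternatives set before the data were examined, voomLmFit with and without robust estimation (the paper's own test) gave 1 gene, as did a fit of the 2 groups alone. The others did not close the gap, with 4 genes without robust estimation, with library size only or without the annotation filter, 2 with the legacy method, with at least 10 counts in every library or with the replicate block, 3 with RLE size factors, 5 without an expression filter and 530 with DESeq2.

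The paper's table gives Mboat2 a log2 fold change of -4.26, and edgeR's test gave -4.36, a difference larger than the SD between replicates. With voomLmFit, with and without robust estimation, the value was -4.25, within that SD of the paper's. It was -4.27 without Cd4 sgRNA replicate 2 and -4.33 without control sgRNA replicate 2, which also fall within that SD. The other alternatives set before the data were examined that gave a value did not close the gap, with values from -4.43 without Cd4 sgRNA replicate 1 to -4.36 without the annotation filter. Thinned control sgRNA counts, chosen after seeing the values, gave -4.34, which falls within that SD, whereas GC and length offsets, chosen in the same way, gave -4.42 and did not close the gap.

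The paper states that Cd4 was the only gene significantly raised. Here Vcam1 and Shank1 also passed the threshold in edgeR's test, with log2 fold changes of 2.25 and 2.84. With voomLmFit of limma, the paper's own test, both had an adjusted p of 0.068.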

Other observations

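The test of the spread between the control sgRNA libraries was chosen only after the result was seen, and the interferon and germline lists, which were fixed beforehand, were set against the explanations below after their values were seen.

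Cd4 sgRNA cells were also compared with wild type, which the paper does not report. Here 1224 genes were higher and 1327 lower in edgeR's test. This fit of all 6 libraries includes the spread of the control sgRNA libraries, and a fit of these 2 groups alone gave 3769 higher and 3689 lower. Of the 2551 genes, 1811 were also called between control sgRNA and wild-type cells, 1808 of them in the same direction. Both comparisons use the same wild-type libraries, and both transduced groups are TETact-v3 cells. In 10 simulations with unchanged groups, over a median of 12257 genes, the log2 fold changes of the 2 comparisons correlated across genes. The median R was 0.526, against 0.857 observed. The median number of shared calls was 0, which follows from groups without any change. It does not measure the overlap that shared wild-type libraries add where genes do differ. Fmnl1 and Chst3 were among the 5 lower genes with the smallest p-values, with log2 fold changes of -1.80 and -1.80 (adjusted p = 3.3e-04 and 6.4e-04 from edgeR's test).

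Depth does not account for the genes called between control sgRNA and wild-type cells, since 3652 genes were called after thinning the control sgRNA libraries, against 3485 before. An interferon response to the lentivirus is one hypothesis. The interferon-stimulated list had a median log2 fold change of 0.31 with 17 of 25 tested genes higher (camera adjusted p = 0.13, limma), and the median was 0.48 without control sgRNA replicate 1, which leaves it undecided. Reactivation of germline genes silenced by methylation is another. Only 13 of the 33 listed genes could be tested, their median log2 fold change was 0.25 with 7 genes higher (camera adjusted p = 0.28, limma), and 4 of them were at the floor in one group. Without control sgRNA replicate 2 the median was 0.012. Under fry the adjusted p was 0.0067 (limma), and the members went both ways, which leaves this undecided too. Of the 10 genes named for this comparison, 2 are in the 1999 rows read of the 25570 in Supplementary Data 2. Promoters are ranked by p-value in that table, so the rows read favour small p-values. The other named genes are not in these rows, so the 2 genes do not speak for all 10. The paper's values there are a higher promoter methylation in wild type than in control cells by 2.36 log2 units for Igf2bp3 (the paper's FDR 2.9e-05) and 1.57 for Gpat2 (the paper's FDR 0.0045), both of which were higher in expression in control sgRNA cells here.

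Between Cd4 sgRNA and control sgRNA cells, 3100 of 12423 genes had an unadjusted p-value under 0.05 in edgeR's test, against 621.2 by chance. In 10 simulations with unchanged groups, which tested a median of 12257 genes, the number was at most 660. Removing GC and length trends left 3070 and thinning the control sgRNA libraries left 3322, which argues against both as the source. The control sgRNA replicates differ more from each other than the other replicates do. In a fit of these 2 groups alone the number was 1922, but that fit still shares one spread between them, so a larger spread among the control sgRNA libraries cannot be told apart from a difference between the groups.

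DESeq2 called 1420 of the 11459 genes for which it gave an adjusted p between Cd4 sgRNA and control sgRNA cells, where edgeR called 9 of 12423. Simulated unchanged groups with the estimated spread of dispersion between genes gave DESeq2 at most 76 calls over a median of 12257 genes, so this spread alone does not account for the number. A spread that differs between groups was not simulated.

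The other lists were tested in the same way. Cholesterol synthesis genes had a median log2 fold change of -0.29 between Cd4 sgRNA and control sgRNA cells with 3 of 25 genes higher (camera adjusted p = 5.0e-05, limma), which did not hold under fry (adjusted p = 0.083, limma), and the median was -0.18 without control sgRNA replicate 2. This list was prompted by genes in the paper's table of the same libraries. It was not tested without them, so it is not an independent test. T-cell genes had a median of -0.31 over 10 tested genes of 32 (camera adjusted p = 0.14, limma) and of -0.0081 without control sgRNA replicate 2, with 0 past the threshold adjusted over the list alone and Tox at the smallest unadjusted p-value, 0.0086 in edgeR's test. No test of the biology behind these lists was made.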
